# Transcriptome analysis of a long-lived natural *Drosophila* variant: a prominent role of stress- and reproduction-genes in lifespan extension

**DOI:** 10.1186/1471-2164-13-167

**Published:** 2012-05-04

**Authors:** Agnieszka Doroszuk, Martijs J Jonker, Nicolien Pul, Timo M Breit, Bas J Zwaan

**Keywords:** Ageing, Gene expression, Microarray, *Drosophila melanogaster*, Natural variation, Diet

## Abstract

**Background:**

While studying long-lived mutants has advanced our understanding of the processes involved in ageing, the mechanisms underlying natural variation in lifespan and ageing rate remain largely unknown. Here, we characterise genome-wide expression patterns of a long-lived, natural variant of *Drosophila melanogaster* resulting from selection for starvation resistance (SR) and compare it with normal-lived control flies (C). We do this at two time points representing middle age (90% survival) and old age (10% survival) respectively, in three adult diets (malnutrition, optimal food, and overfeeding).

**Results:**

We found profound differences between *Drosophila* lines in their age-related expression. Most of the age-associated changes in normal-lived flies were abrogated in long-lived *Drosophila*. The stress-related genes, including those involved in proteolysis and cytochrome P450, were generally higher expressed in SR flies and showed a smaller increase in expression with age compared to C flies. The genes involved in reproduction showed a lower expression in middle-aged SR than in C flies and, unlike C flies, a lack of their downregulation with age. Further, we found that malnutrition strongly affected age-associated transcript patterns overriding the differences between the lines. However, under less stressful dietary conditions, line and diet affected age-dependent expression similarly. Finally, we present lists of candidate markers of ageing and lifespan extension.

**Conclusions:**

Our study unveils transcriptional changes associated with lifespan extension in SR *Drosophila*. The results suggest that natural genetic variation for SR and lifespan can operate through similar transcriptional mechanisms as those of dietary restriction and life-extending mutations.

## Background

Ageing is a complex process controlled by genetic and environmental factors. Interventions that slow down or accelerate normal ageing, such as mutations in single genes are a powerful approach to investigate the mechanisms of ageing [1]. Studies using long-lived mutants identified genetic pathways and metabolic processes involved in lifespan determination. For example, the insulin/insulin-like growth factor-1 signalling (IIS) pathway was initially found in invertebrate models and was later demonstrated to be conserved among distant taxonomic groups including mammals [2]. While the studies on mutants have successfully unravelled many mechanistic details, the natural differences between individuals in lifespan and ageing rate in populations are poorly understood.

Studying natural genetic variants with different ageing phenotypes complements the findings obtained with mutants and validates their importance for natural populations [3]. Moreover, taking this approach can lead to identification of novel mechanisms, not revealed by mutant analysis [4]. One of the most straightforward and effective strategies focusing on natural genetic variation is the comparison of long-lived natural lines with those of regular lifespan. Long-lived lines can be obtained in multi-generation selection experiments, where direct selection for longevity or a trait associated with longevity leads to a divergence among the control and selected lines [5-7]. Because the natural phenotypic and genetic differences become magnified, the lines form a unique resource to help unravel the mechanisms behind natural variation in selected and associated traits. In particular, selected lines of *Drosophila melanogaster* have a long-standing record in studying trajectories of evolutionary responses of life-history traits as well as phenotypic, genetic and physiological relations among those traits [8]. For example, several selection experiments in this species demonstrated that if extended lifespan evolves, it is usually compromised by reduced fecundity or depression of other fitness components early in life (e.g. [9,10], but see [11,12]).

Over the last decade, genome-wide expression analysis tools such as microarray technology have been frequently applied to uncover the mechanisms underlying ageing. Transcriptomic studies have been conducted in many species, including invertebrate models [13-15], mouse and humans [16,17], either by comparing individuals across lifespan in longitudinal studies [1,14], or old and young tissues [17,18]. The derived age-related changes of transcript profiles, called “signatures of ageing”, were compared across species and a shared transcriptional profile of ageing was identified [19,20]. Transcriptomic analyses of long-lived *C. elegans daf-2* and *daf-16* mutants has confirmed the importance of insulin/IGF-1 pathway in regulating the genes involved in protection from stress for the control of lifespan and suggested a role for genes involved in mitochondrial function and fat metabolism [21,22]. It is uncertain whether these mechanisms underlie life extension in long-lived natural variants.

Environmental effects, such as diet, are often acknowledged to exert effects on ageing, but are seldom tested. A considerable interest has been dedicated towards investigating the effects of dietary and caloric restriction (DR and CR, respectively), which are known to extend lifespan in many species [23-27]. While these studies led to the identification of candidate mechanisms involved in a long-lived DR phenotype, they concern a very specific nutritional situation and do not necessarily reflect the magnitude and the character of other relevant dietary effects. A broader selection of dietary treatments in experimental analyses can help establishing the relative importance of nutrition versus genetic determinants of lifespan and ageing rate. Including several nutritional environments is especially valuable in analyses of lines that genetically differ in ageing-related traits as a result of evolutionary response to dietary conditions. Such an approach, by focusing on transcriptional reaction norms, allows discovering the processes and genes involved in adaptive changes involved in lifespan regulation.

Here, we present a transcriptomic study comparing age-related gene expression between females of long- and normal-lived *Drosophila melanogaster* natural variants. In our laboratory, we previously selected *Drosophila* for increased starvation resistance (SR) and maintained corresponding control lines under optimal food (C) [28]. The selection resulted in SR lines with not only elevated resistance to starvation but also extended lifespan under three other food levels as compared with the C flies. In this study, we focus on the SR line that showed a significant and proportional increase in both median and maximum lifespan (Figure 1), indicating a substantial change in the course of the ageing process. We investigate the effects of dietary interventions on ageing in both lines by including malnutrition and overfeeding next to the optimal food treatment in our transcriptomic analysis. This study provides, therefore, the first description of nutritional effects on transcriptional ageing phenotypes in differently ageing lines. Moreover, using this approach we were able to identify genes and processes most likely involved in lifespan extension in the SR flies.

**Figure 1:**
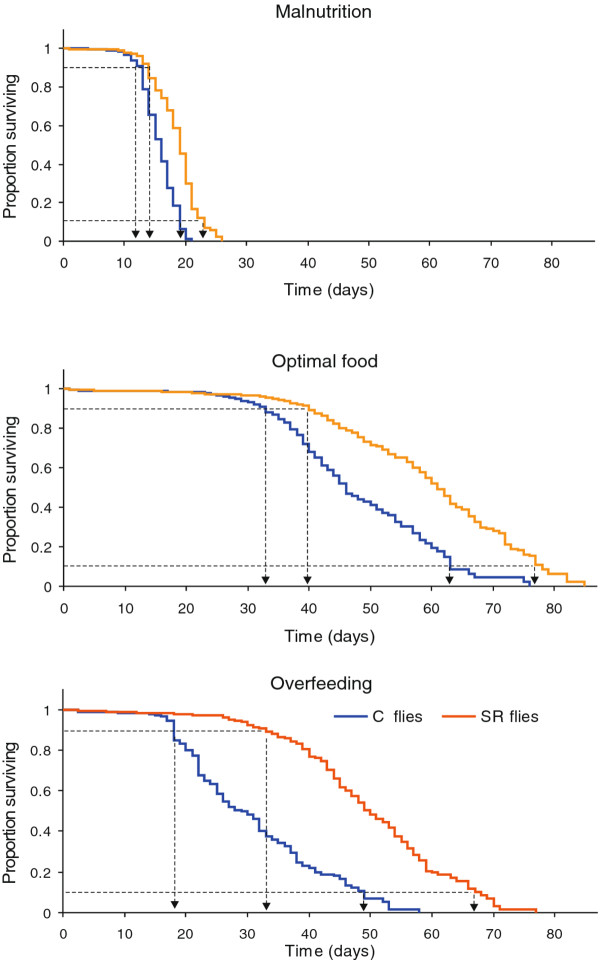
**Survival of C and SR flies under different diets.** Middle-aged and old flies were sampled after 10% and 90% of the cohort died, respectively. Arrows indicate the sampling points based on these demographic criteria.

## Results

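Each sample was a pool of 5 whole virgin females, and its RNA was read on an Affymetrix Drosophila genome array. The 46 arrays form 12 groups: the SR line, selected for starvation resistance and long-lived, and the C line, its control, each on food at relative concentrations of 0.5 (malnutrition), 2 (optimal food) and 5 (overfeeding), and each at middle age (90% of the cohort alive) and at old age (10% alive). Of these groups, 10 hold 4 arrays, while old C flies on malnutrition and old C flies on overfeeding hold 3 each. Age classes were set by survival, so diets and lines compared within a class can differ in days of age. The authors deposited log2 values normalized by RMA for 18952 probe sets. These values carry no read depth, so precision rests on the number of arrays. The median log2 value per array ran from 5.04 to 5.27, and 9561 to 9886 probe sets per array lay at 5 or more. Arrays of one group correlated across probe sets at r = 0.974 to 0.998 (66 pairs), and any pair of arrays differed by 0.12 or more in log2 on average. One mean per group was fitted with limma to all 46 arrays, so that the groups share one estimate of the spread per probe set, and each comparison was adjusted with the method of Benjamini and Hochberg over all probe sets. A probe set was called at an adjusted p under 0.05. Values written as a ± b are log2 differences with their standard errors, old minus middle-aged for age and SR minus C for the lines. Replicates are separate pools of flies of a single SR line and a single C line, so p-values measure the spread between pools, not between selection lines. Gene groups were 38 lists with at least 5 measured genes, tested against all other genes with camera and adjusted over the lists. In simulated data of the same size, 86.6% of the probe sets changed by a log2 value of 1 between old and middle-aged C flies on optimal food were called. The simulated noise was independent between probe sets and few of them were changed, so the share in the real data can differ.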

To assess genome-wide expression levels, we cultured SR and C virgin female flies on three diets (malnutrition, optimal food and overfeeding) and sampled at the time points representing their middle and old age (after 10 and 90% of cohort died, respectively; Figure 1). In this way, we focused exclusively on the late ageing, in which the effects of ageing are directly linked with increased mortality rates. Our approach differs from the vast majority of *Drosophila* studies, which either focus on expression changes in relatively young adults or provide no explicit analysis of the changes in very old individuals. Addressing late ageing in model species is needed to provide a reference to human studies, which are often performed on individuals in the age classes characterized by high cumulative mortalities [29]. In particular, our time points were chosen to be comparable to the Leiden Longevity study [30], in which highly aged sib-pairs (10% survival) are compared to their children and their spouses (90% survival). We chose for demographic landmarks, rather than chronological age, to ensure that comparisons are made across corresponding age classes (middle-aged vs. old) of populations and treatments with different ageing rates. Moreover, demographic landmarks are more likely to represent physiological age, thus gene expression differences between physiological age classes can be treated as representative for health status and interpreted as molecular markers for the rate of ageing.

### Age-dependent gene expression in C flies under optimal diet

The R/Microarray Analysis of Variance MAANOVA indicated profound gene expression changes associated with age (Figure 2). 

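In C flies on optimal food, CG14499 and TotC were among the genes that rose most between middle and old age, and the clock gene tim was among those that fell most. CG14499, a gene of unknown function, rose by 4.95 ± 0.55 (log2 ± standard error, 4 arrays per age, adjusted p = 1.48e-07 from limma). TotC, which encodes a Turandot protein secreted under stress, rose by 4.09 ± 0.54 (adjusted p = 2.53e-06), and Npc2e, a sterol-binding protein, by 3.53 ± 0.44 (adjusted p = 1.16e-06). The mRNA of tim fell by 1.28 ± 0.19 (adjusted p = 1.98e-05). Falls of similar size were seen for xmas, an mRNA export factor (-0.99 ± 0.24), ninaD, a scavenger receptor that takes up carotenoids (-0.97 ± 0.22), and the zinc finger gene CG5245 (-1.05 ± 0.20). All old arrays lay on one side of all middle-aged arrays for each of these genes, which was a condition for naming them. In total 4936 probe sets changed, standing for 4181 named genes. Of them 1850 were higher and 3086 lower in old flies (62.5% lower). The values of both ages did not overlap for 22.9% of all probe sets, where chance gives 2.86%. The count was 1905 without C optimal old replicate 3, and 190 with the mean of the germline genes of each array as a covariate, a setting chosen after the data were seen. The mean of the neuron list, genes of nerve cells, changed by 0.21. With arrays centred on that list, 22.4% of the calls were higher in old flies, against 37.5% without centring.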

Namely, 5995 probe sets representing 5378 genes (differentially expressed genes, DEGs) showed significantly different expression (38% of all genes) out of which 61% were downregulated. The effects of age were relatively high in comparison with other *Drosophila* studies. While males have been reported to have 4-19% of genes with age-dependent expression [15,31,32], females were shown to respond with 23% of genes [1]. The discrepancy between these and our results may arise partly from a higher accuracy of the expression values due to the applied experimental setup (4 replicates of 5 polled individuals) and less stringent significance level (FDR < 0.05), which we used to define DEGs, as well as from the differences in the age of the analyzed flies.

**Figure 2:**
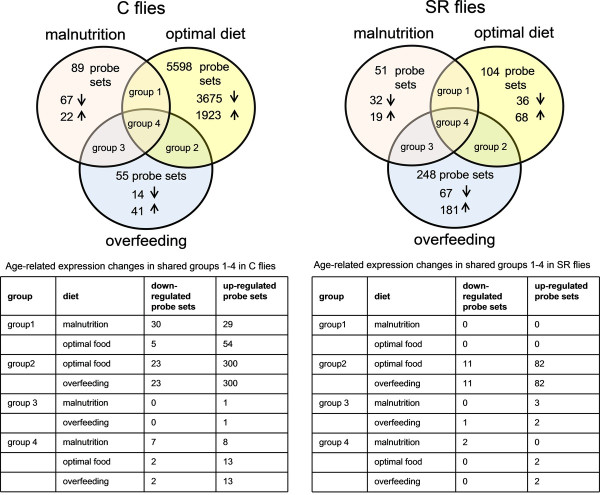
**Venn diagram representing probe sets with age-dependent expression.** Numbers of probe sets with age-dependent expression in C and SR flies under three different diets. Tables be low the diagrams display the numbers of probe sets overlapping in specific treatments and in the direction of change. Different treatment combinations are indicated as groups.

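Immune genes were among those that rose with age in both C and SR flies on optimal food: the attacin AttC, the amidase PGRP-SB1, which cleaves bacterial peptidoglycan, and pirk, a negative regulator of the Imd pathway. Of 181 probe sets called in SR flies, 103 were also called in C flies and 102 moved in the same direction (98 higher, 4 lower in old flies). Independent lists of these sizes would share 13.5 higher and 7.0 lower probe sets. SR flies on optimal food and on overfeeding shared 87 calls, each in the same direction on both diets, against 1.9 higher and 0.179 lower expected. On malnutrition, C and SR flies shared 12 calls, 1 higher and 11 lower in old flies of both lines, against 0.0632 and 0.214 expected. They included CG10553, a gene of unknown function that fell in both lines, by 2.58 ± 0.27 in C flies and by 1.68 ± 0.25 in SR flies (adjusted p = 1.26e-07 and 0.00034 from limma). Of the 57 higher and 99 lower probe sets called in C flies on malnutrition, 58 were also called on optimal food, and 34 of these moved the same way. Of the 34, 31 were higher and 3 lower in old flies on both foods, against 5.56 and 16.1 expected, so shared rises exceeded the expected number and shared falls did not. In SR flies 2 of 62 were shared, both of which moved in opposite directions. Across all probe sets, which are not independent replicates, log2 changes correlated at r = 0.271 between C and SR flies on optimal food and at r = 0.474 on malnutrition. These comparisons share no arrays.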

To increase statistical and explanatory power of the gene expression analysis, we used Gene Ontology (GO) annotation [33,34], which classifies genes into groups of similar molecular function, cellular localization or biological process, and performed gene enrichment analysis [35,36]. We found several pronounced features of the age-dependent expression in C flies. Firstly, genes associated with reproduction were significantly enriched in genes downregulated with age (Additional file 1). They included 148 genes involved in oogenesis and 25 genes involved in eggshell chorion assembly. This reduction in activity is clearly related to the decline of gonad function with age and seems to be a typical feature of transcript changes in ageing *Drosophila*[1,15]. 

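Genes of the germline and of egg production were mostly lower in old C flies, while the eggshell genes went both ways. Of the 70 measured genes of the germline and oogenesis list, 44 fell, 1 rose and 25 did not pass (1 higher and 52 lower when adjusted over the list alone, median change -0.48). The list as a whole was lower than other genes (camera adjusted p = 2.63e-09, adjusted p = 0.316 with an estimated correlation). The largest falls were in snk, a protease of the dorsoventral axis (-0.72 ± 0.17, adjusted p = 0.00314 from limma), tor, the receptor kinase of the embryo's termini (-0.69 ± 0.17, adjusted p = 0.00446), cort, a meiotic activator of the anaphase-promoting complex (-0.72 ± 0.19, adjusted p = 0.00605), and mus301, a helicase of DNA repair in the germline (-0.69 ± 0.20, adjusted p = 0.011). Without C optimal old replicate 3 the adjusted p was 0.0695 for cort and 0.0967 for mus301. The 23 chorion and vitelline membrane genes, made by the follicle cells of the ovary, had a median change of 0.37, with 1 higher, 2 lower and 20 not passing (1 lower when adjusted over the list alone, camera adjusted p = 0.427). Pxt, a peroxidase of the eggshell, fell by 0.69 ± 0.16 (adjusted p = 0.00287). Over germline and eggshell genes together the mean of C optimal old replicate 4 was 9.26. It was 7.90 to 8.41 in the other old arrays and 8.49 to 8.92 in middle-aged ones. The germline mean of old replicate 4 was 8.85, so this array raised the eggshell genes of the old group. Their change without it is not given here. The mean of the germline list was 9.38 ± 0.05 in middle-aged and 8.96 ± 0.22 in old flies (log2 ± SD, n = 4, exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow).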

Another group of genes repressed with age was associated with cell cycle, cell division and related categories such as DNA metabolism, DNA replication and chromatin organization. 

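Nearly all measured genes of DNA replication and cell division fell with age in C flies. Of 79 genes on this list 74 fell and 5 did not pass (77 lower when adjusted over the list alone, median change -0.58), and the list was lower than other genes (camera adjusted p = 9.26e-18, adjusted p = 0.309 with an estimated correlation). aurB, the Aurora B kinase of the chromosomal passenger complex, fell by 0.81 ± 0.20 (adjusted p = 0.00382 from limma). Orc1 and Orc4, subunits of the origin recognition complex, fell by 0.78 ± 0.19 and by 0.77 ± 0.20 (adjusted p = 0.0035 and 0.00512). Sse, the protease separase that frees sister chromatids, fell by 0.75 ± 0.18 (adjusted p = 0.00327). For these 4 genes every old array lay below every middle-aged array. Within groups, the mean of this list moved with the mean of the germline list from array to array. Over the 46 arrays, deviations from the group means correlated at Pearson's r = 0.972 and Spearman's rho = 0.955 (permutation p = 1e-05 for each, the smallest that 100000 resamples give, adjusted p = 1.37e-05 and 1.83e-05 over 11 relations). Without the pair of arrays farthest from the median, r was 0.957. With the mean of the germline list as a covariate, an alternative chosen after the data were seen, the median change of the list was -0.050.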

Products of the genes involved in these categories are predominantly active in the nucleus. 

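In old C flies on optimal food, 18 of 28 splicing factors were lower than in middle-aged flies (23 lower when adjusted over the list alone, median change -0.33, camera adjusted p = 8.97e-06, adjusted p = 0.316 with an estimated correlation). They included l(1)10Bb, the fly BUD31 (-0.44 ± 0.11, adjusted p = 0.00353 from limma), and U4-U6-60K, a protein of the U4/U6 particle (-0.61 ± 0.18, adjusted p = 0.0136, and 0.055 without C optimal middle-aged replicate 4 and 0.114 without C optimal old replicate 3). Of 33 ribosome biogenesis factors 19 fell (23 lower when adjusted over the list alone, median change -0.28, camera adjusted p = 3.0e-05, adjusted p = 0.309 with an estimated correlation). Nop60B, the fly dyskerin that modifies ribosomal RNA, fell by 0.56 ± 0.15 (adjusted p = 0.00595). Of 29 enzymes that charge tRNAs, 12 fell and 1 rose (1 higher and 13 lower when adjusted over the list alone, median change -0.19, camera adjusted p = 0.0049, adjusted p = 0.391 with an estimated correlation). The named falls were in mitochondrial enzymes, ArgRS-m (-0.60 ± 0.14, adjusted p = 0.00308) and TrpRS-m (-0.58 ± 0.14, adjusted p = 0.00364). Proteins of the mitochondrial ribosome had 30 of 69 members lower (36 lower when adjusted over the list alone, median change -0.19, camera adjusted p = 7.39e-06, adjusted p = 0.399 with an estimated correlation), among them mRpL3 (-0.52 ± 0.14, adjusted p = 0.00549), mRpL46 (-0.41 ± 0.10, adjusted p = 0.00373) and mRpL14 (-0.38 ± 0.084, adjusted p = 0.00195).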

Our study indicated also a profound reduction in transcript levels of genes involved in transcription, mRNA and tRNA metabolic processes, RNA splicing and ribosome biogenesis. 

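Gene groups of protein synthesis and of the transport of proteins moved little or in different directions in C flies. Of 38 proteins of the cytosolic ribosome, 2 fell and 36 did not pass (0 lower when adjusted over the list alone, median change -0.030, camera adjusted p = 0.94). Of 38 subunits of the proteasome, 3 fell (2 lower when adjusted over the list alone, median change -0.15, camera adjusted p = 0.0117, adjusted p = 0.497 with an estimated correlation). Of 25 genes of translocation into the endoplasmic reticulum and of vesicle transport to the Golgi, 8 rose and 17 did not pass (9 higher and 1 lower when adjusted over the list alone, median change 0.17, -0.045 with arrays centred on the neuron list, camera adjusted p = 0.00148, adjusted p = 0.119 with an estimated correlation, and 0.275 with arrays centred on the neuron list). The members that rose included deltaCOP (0.32 ± 0.067, adjusted p = 0.00116 from limma) and betaCOP (0.31 ± 0.082, adjusted p = 0.00671), subunits of the COPI coat. With arrays centred on the neuron list the adjusted p was 0.452 for deltaCOP and 0.512 for betaCOP, and that of betaCOP was 0.0619 without C optimal old replicate 3. TFAM, the mitochondrial transcription factor, fell by 0.30 ± 0.085 (adjusted p = 0.00898, and 0.0773 without C optimal old replicate 3).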

Finally, we detected a substantial reduction in expression of genes involved in biosynthetic processes and intracellular transport of macromolecules. It is likely that the expression decline in all these categories is linked to the reduced reproduction activity in old flies, as *Drosophila* is primarily a post-mitotic organism and cell divisions in adults occur predominantly in relation to reproduction.

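Immune genes rose in old C flies on optimal food, both the secreted peptides and the proteins that sense bacteria. Of 17 antimicrobial peptide genes on the list 10 rose (12 higher when adjusted over the list alone, median change 1.06). AttA, AttC and PGRP-SA, which rose too, are not counted in the lists. Of 35 genes of recognition and signalling 17 rose, 6 fell and 12 did not pass (17 higher and 9 lower when adjusted over the list alone, median change 0.47). The peptide list and the recognition list were both higher than other genes (camera adjusted p = 7.02e-08, adjusted p = 0.0448 with an estimated correlation, and camera adjusted p = 2.45e-05, adjusted p = 0.036 with an estimated correlation respectively). Over both lists together 27 of 52 rose and 6 fell (29 higher and 9 lower when adjusted over the list alone, median change 0.57, camera adjusted p = 2.96e-09, adjusted p = 0.0305 with an estimated correlation). PGRP-LB, an amidase that degrades peptidoglycan, rose by 1.65 ± 0.20 (adjusted p = 6.0e-07 from limma), and PGRP-SA, the receptor that opens the Toll pathway, by 1.87 ± 0.28 (adjusted p = 1.98e-05). Tep3 and Tep4, thioester proteins of the haemolymph, rose by 1.16 ± 0.21 and 1.20 ± 0.20 (adjusted p = 0.000298 and 7.24e-05), and vir-1, a gene induced by virus infection, by 1.78 ± 0.23 (adjusted p = 1.91e-06). The haemocyte list, which marks the blood cells, moved the same way, with 6 of 13 members higher and 1 lower (6 higher and 1 lower when adjusted over the list alone, median change 0.44, camera adjusted p = 0.0036, adjusted p = 0.309 with an estimated correlation).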

The genes involved in immune response and response to bacteria showed the most significant increases in transcript abundance at old age (Additional file 2). We detected the highest fold changes in genes encoding antimicrobial peptides including *DptB, AttA, AttC, AttD, Def* and several genes involved in peptidoglycan recognition (e.g. *PGRP-SB, PGRP-SD*). 

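DptB, a diptericin against Gram-negative bacteria, stood at a log2 value of 6.29 ± 0.61 (SD, n = 4 arrays) in middle-aged and 11.16 ± 1.28 in old C flies on optimal food, a difference of 4.87 ± 0.48 or 29.2-fold (adjusted p = 1.03e-08 from limma). The attacins AttC (4.44 ± 0.50, adjusted p = 1.78e-07), AttA (3.75 ± 0.51, adjusted p = 5.31e-06) and AttD (3.56 ± 0.51, adjusted p = 1.09e-05) rose too, and the probe set of AttA may also read its near copy AttB. Mtk, the antifungal metchnikowin, rose by 4.19 ± 0.66 (adjusted p = 4.04e-05), and Def, the defensin against Gram-positive bacteria, by 2.89 ± 0.36 (adjusted p = 1.02e-06). PGRP-SB1 rose by 3.16 ± 0.37 (adjusted p = 4.85e-07) and pirk by 2.95 ± 0.28 (adjusted p = 6.7e-09). Drsl2, a relative of drosomycin, rose by 1.52 ± 0.45 (adjusted p = 0.0116, and 0.116 without C optimal old replicate 3). Old and middle-aged arrays did not overlap for any of these genes. PGRP-SD was not analysed here.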

Strong induction of immune responses is among the major characteristics of ageing and was found in many distantly related species such as in *C. elegans* and mouse. Our results support this general pattern and demonstrate that the increase of activity of those genes is not specific to early adulthood but occurs also at later stages of ageing. Another category with increased transcript levels in old flies was proteolysis and related groups involved in peptidase and hydrolase activity. 

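Some digestive proteases and several protease inhibitors rose in old C flies on optimal food. Of 30 genes of the trypsin and chymotrypsin family 8 rose and 22 did not pass (8 higher when adjusted over the list alone, median change 0.39, camera adjusted p = 0.00044, adjusted p = 0.402 with an estimated correlation). Ser12 and etaTry, serine proteases of this family, rose by 1.57 ± 0.30 and 1.23 ± 0.27 (adjusted p = 0.000384 and 0.00161 from limma). Of 29 serpins, which block serine proteases, 12 rose (13 higher when adjusted over the list alone, median change 0.16, -0.055 with arrays centred on the neuron list, camera adjusted p = 3.0e-05, adjusted p = 0.119 with an estimated correlation). The largest rises were in Spn88Eb (1.95 ± 0.29, adjusted p = 1.98e-05) and Spn55B (1.31 ± 0.18, adjusted p = 8.38e-06). nec, a serpin that restrains the Toll pathway, rose by 1.07 ± 0.26 (adjusted p = 0.00382), and Spn77Ba, which restrains melanisation, by 1.04 ± 0.22 (adjusted p = 0.00142). Of 13 digestive carbohydrases 3 rose (6 higher when adjusted over the list alone, median change 0.75, camera adjusted p = 0.000317, adjusted p = 0.303 with an estimated correlation), among them the maltase Mal-A4 (1.68 ± 0.35, adjusted p = 0.00115).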

Earlier studies have indicated age-related expression changes of the genes related to protein metabolism, however with no consistent direction [15,32,37]. The age-dependent expression in C flies was also characterized in activation of genes involved in cytochrome P450, which suggests elevation of detoxification activities. 

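Of 80 cytochrome P450 genes measured in C flies on optimal food, 30 were higher and 9 lower in old than in middle-aged flies (34 higher and 9 lower when adjusted over the list alone, median change 0.34, camera adjusted p = 8.97e-06, adjusted p = 0.309 with an estimated correlation). These enzymes oxidise hormones, fatty acids and toxins. The largest rises were in Cyp4p3 (1.66 ± 0.22, adjusted p = 3.19e-06 from limma), Cyp304a1 (1.26 ± 0.30, adjusted p = 0.00308), Cyp6a23 (1.25 ± 0.26, adjusted p = 0.00106) and Cyp4p1 (1.24 ± 0.33, adjusted p = 0.00637). The enzymes that conjugate the products rose in part. Of 34 glutathione S-transferases 11 rose and 3 fell (11 higher and 4 lower when adjusted over the list alone, median change 0.16, -0.050 with arrays centred on the neuron list, camera adjusted p = 0.00206, adjusted p = 0.245 with an estimated correlation), with GstD2 (1.57 ± 0.24, adjusted p = 3.13e-05) and GstD5 (1.42 ± 0.27, adjusted p = 0.000414) among those that rose. Of 35 UDP-glycosyltransferases 9 rose and 2 fell (10 higher and 2 lower when adjusted over the list alone, median change 0.21, -0.0025 with arrays centred on the neuron list, camera adjusted p = 0.0098, adjusted p = 0.316 with an estimated correlation).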

Our analysis indicated expression increase in over 30 genes classified as belonging to this gene family. 

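Secreted growth factors of the Idgf family rose together in old C flies. All 6 imaginal disc growth factors, secreted chitinase-like proteins, rose with age in C flies on optimal food (6 higher when adjusted over the list alone, median change 0.81, camera adjusted p = 8.97e-06, adjusted p = 0.151 with an estimated correlation). Their changes ran from 0.67 to 1.52 in the 4 largest, Idgf1 (1.52 ± 0.27, adjusted p = 0.000167 from limma), Idgf2 (0.96 ± 0.20), Idgf3 (1.27 ± 0.21) and Idgf4 (0.67 ± 0.12). Of 103 cuticle protein genes 9 rose, 1 fell and 93 did not pass (9 higher and 1 lower when adjusted over the list alone, median change 0.017, -0.20 with arrays centred on the neuron list, camera adjusted p = 0.0334, adjusted p = 0.309 with an estimated correlation). The adjusted p of the list was 0.0613 without C optimal middle-aged replicate 2, 0.102 without C optimal old replicate 4 and 0.329 with arrays centred on the neuron list. The genes that rose included Cpr62Bb (1.41 ± 0.17, adjusted p = 1.0e-06) and Cpr72Ec (1.19 ± 0.28, adjusted p = 0.00334). ImpL2, a secreted protein that binds insulin-like peptides and was first found in imaginal discs, rose by 1.24 ± 0.24 (adjusted p = 0.000512).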

The detected age-related changes in expression of categories involved in metamorphosis including imaginal disc development and cellular morphogenesis are more difficult to interpret in the context of ageing.

The transcription changes of genes associated with reproduction, stress and immune response dominate age-dependent expression in our study, generally supporting earlier findings in *Drosophila* and other model species. Since the previous studies consider predominantly the alterations during early adulthood and our analyses focused on older age classes, we conclude that the transcription changes associated with those processes follow similar trends in early and late ageing.

### Age-dependent gene expression in SR flies under optimal diet

The long-lived SR flies showed much more similar transcript profiles across age classes as compared with the C flies (Figure 2). MAANOVA indicated that 199 probe sets representing 172 genes altered their expression with age (FDR < 0.05), thus the changes were one order of magnitude smaller than in C flies. Moreover, in contrast to the signature of ageing in C flies, where most of the genes reduced their expression with age, only 23% of DEGs were downregulated in old SR flies.

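In SR flies on optimal food, genes among those that rose most between middle and old age were CG16775 (3.75 ± 0.49, adjusted p = 9.27e-06 from limma), CG15043 (2.74 ± 0.51), CG42335 (2.70 ± 0.25) and CG7763 (2.53 ± 0.39), most of them of unknown function. Among those that fell most were fln, which encodes flightin of the flight muscle, and CG14022 (8.77 ± 0.45 at middle and 7.27 ± 0.36 at old age, log2 ± SD, n = 4, limma adjusted p = 0.000118). All old SR arrays lay above all middle-aged ones for CG16775, CG15043, CG42335 and CG7763, and below them for fln and CG14022. Such separation was a condition for naming the highest and lowest genes. In total 181 probe sets changed, standing for 151 named genes, with 138 higher and 43 lower in old flies (23.8% lower), while 2022 had an unadjusted p under 0.05. The count was 119 without middle-aged replicate 3 and 114, 85 and 115 without old replicates 1, 2 and 3 in turn of SR flies on optimal food. It was 100 in a model of the compared arrays alone, 300 with arrays centred on the neuron list and 544 with the germline mean as a covariate. Neuron genes changed by -0.090 on average, and with arrays centred on their mean 87.7% of the calls were higher in old flies, against 76.2% without centring.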

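Some genes of the eye fell with age in SR flies on optimal food and others rose in C flies. Of 28 genes of phototransduction and vision 3 fell and 25 did not pass (8 lower when adjusted over the list alone, median change -0.13, camera adjusted p = 3.59e-05, adjusted p = 0.478 with an estimated correlation). Arr1, the arrestin that shuts off rhodopsin, fell by 0.97 ± 0.19 (adjusted p = 0.0043 from limma). inaD, the scaffold that holds the light-signalling complex together, fell by 0.89 ± 0.20 (adjusted p = 0.0143, and 0.092 without SR optimal middle-aged replicate 4 and 0.0978 without SR optimal old replicate 3). In C flies on the same food 8 of these genes rose and 2 fell (9 higher and 2 lower when adjusted over the list alone, median change 0.31, camera adjusted p = 0.00346, adjusted p = 0.399 with an estimated correlation), and Pdh, a retinal dehydrogenase of the visual cycle, rose by 1.32 ± 0.29 (adjusted p = 0.00181). An interaction of line and age passed for 11 of the 28 genes, each with a negative value (12 lower when adjusted over the list alone, median change -0.40, camera adjusted p = 6.1e-06, adjusted p = 0.347 with an estimated correlation).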

In the group of genes repressed in old SR flies, those related to visual perception were the most abundant (*P* < 0.0001; Additional file 3). In addition, the genes playing a role in muscle function including *Strn-Mlck* and *Fln* showed the largest reductions in transcript abundance with age. 

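A few muscle genes fell with age in SR flies, while many rose in C flies. In SR flies fln fell by 1.80 ± 0.29 (adjusted p = 0.000335 from limma) and TpnC41C, a troponin C, by 1.24 ± 0.23 (adjusted p = 0.00276). The 3 probe sets of Strn-Mlck, a kinase of the myosin light chain, differed. The brightest had a log2 change of -0.46 ± 0.19 in SR flies (adjusted p = 0.338) and rose by 0.78 ± 0.19 in C flies (adjusted p = 0.00334). The next, with a mean log2 value of 7.15, fell by 2.01 ± 0.28 in SR flies (adjusted p = 2.81e-05) and had a change of -0.13 ± 0.28 in C flies (adjusted p = 0.806), and the dimmest passed in neither line (adjusted p = 0.883 and 0.83). On the brightest the interaction of line and age was -1.24 ± 0.26 (adjusted p = 0.0152, and 0.0559 without SR optimal middle-aged replicate 4). Of 31 muscle and sarcomere genes 2 fell in SR flies (2 lower when adjusted over the list alone, median change -0.14, camera adjusted p = 0.00477, adjusted p = 0.692 with an estimated correlation, and 0.0754 without SR optimal middle-aged replicate 2, 0.0656 without SR optimal old replicate 3 and 0.124 over all probe sets of each gene). In C flies 15 rose (19 higher when adjusted over the list alone, median change 0.55, camera adjusted p = 6.92e-09, adjusted p = 0.303 with an estimated correlation), among them Act88F, the actin of the flight muscle (2.41 ± 0.35, adjusted p = 1.57e-05), and Mlc2, a myosin light chain (1.08 ± 0.20, adjusted p = 0.000338). The interaction passed for 10 of these genes (20 lower when adjusted over the list alone, median change -0.86, camera adjusted p = 9.31e-12, adjusted p = 0.341 with an estimated correlation). The change of Act88F differed between the lines by -3.34 ± 0.50 (adjusted p = 0.000689) and that of fln by -2.28 ± 0.41 (adjusted p = 0.00592).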

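Genes of egg production and of dividing cells did not pass as single genes between old and middle-aged SR flies. None of 70 germline and oogenesis genes, 79 DNA replication and cell cycle genes, 33 ribosome biogenesis factors and 28 splicing factors passed limma between old and middle-aged SR flies on optimal food. At an unadjusted p under 0.05, 0 higher and 3 lower germline genes, 0 higher and 1 lower cell cycle genes, 0 higher and 8 lower ribosome biogenesis factors and 0 higher and 1 lower splicing factors remained, so smaller changes are not excluded. The germline list had a median change of -0.058 (0.032 with arrays centred on the neuron list), with camera adjusted p = 0.135. The cell cycle list had a median change of 0.039 and camera adjusted p = 0.291, and the splicing list a median change of -0.043 (0.048 with arrays centred on the neuron list) and camera adjusted p = 0.335. Ribosome biogenesis factors were lower than other genes, with a median change of -0.12 (camera adjusted p = 2.08e-05, adjusted p = 0.478 with an estimated correlation). Sse, the separase of dividing cells, had a log2 change of 0.25 ± 0.18 (adjusted p = 0.679), and orb, a translational regulator of the oocyte, of -0.40 ± 0.15 (adjusted p = 0.275). The difference between the lines in the change with age passed for 13 of 79 cell cycle genes, with the larger fall in C flies (68 higher when adjusted over the list alone, median change 0.62, camera adjusted p = 5.27e-18, adjusted p = 0.347 with an estimated correlation). It passed for 1 higher and 1 lower of 70 germline genes (16 higher and 1 lower when adjusted over the list alone, median change 0.42, camera adjusted p = 3.68e-06, adjusted p = 0.46 with an estimated correlation).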

In contract to the pattern observed in C flies, the expression of genes involved in reproduction, cell cycle, DNA metabolism, transcription and ribosome biogenesis remained at a similar level across age classes. It suggests that the long-lived SR flies did not experience a typical decline of reproductive functions and biogenesis processes in the later stages of life. Direct comparison between SR and C flies showed that the maintenance of expression of those categories at a comparable level in ageing SR flies was coupled with their lower initial expression in middle-aged class as compared with those of C flies.

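Middle-aged SR flies on optimal food had lower values of cell division genes than middle-aged C flies. Of 79 genes of DNA replication and cell cycle 39 were lower and 40 did not pass (61 lower when adjusted over the list alone, median change -0.44, camera adjusted p = 2.24e-14, adjusted p = 0.526 with an estimated correlation). aurB differed by a log2 value of -0.74 ± 0.20 (adjusted p = 0.00852 from limma) and cid, the centromeric histone, by -0.75 ± 0.19 (adjusted p = 0.00521). Of 70 germline and oogenesis genes 10 were lower and 3 higher (3 higher and 11 lower when adjusted over the list alone, median change -0.23, camera adjusted p = 0.00838, adjusted p = 0.755 with an estimated correlation, and 0.137 with arrays centred on the neuron list). Among them mei-P22 and tej, which act in meiosis and in the piRNA pathway of the germline, differed by -0.65 ± 0.16 and -0.60 ± 0.15 (adjusted p = 0.00464 and 0.00448). In old flies 2 germline genes were higher in SR flies (2 higher when adjusted over the list alone, median change 0.19). Over all probe sets 3165 differed between middle-aged flies of the lines, 1608 higher and 1557 lower in SR flies, and the count was 1713 without SR optimal middle-aged replicate 4 and 1892 without C optimal middle-aged replicate 2, and 10486 with arrays centred on the neuron list. Neuron genes differed by 0.36 on average, and with arrays centred on their mean 6.04% of the calls were higher in SR flies, against 50.8% without centring.

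**Figure D1:**
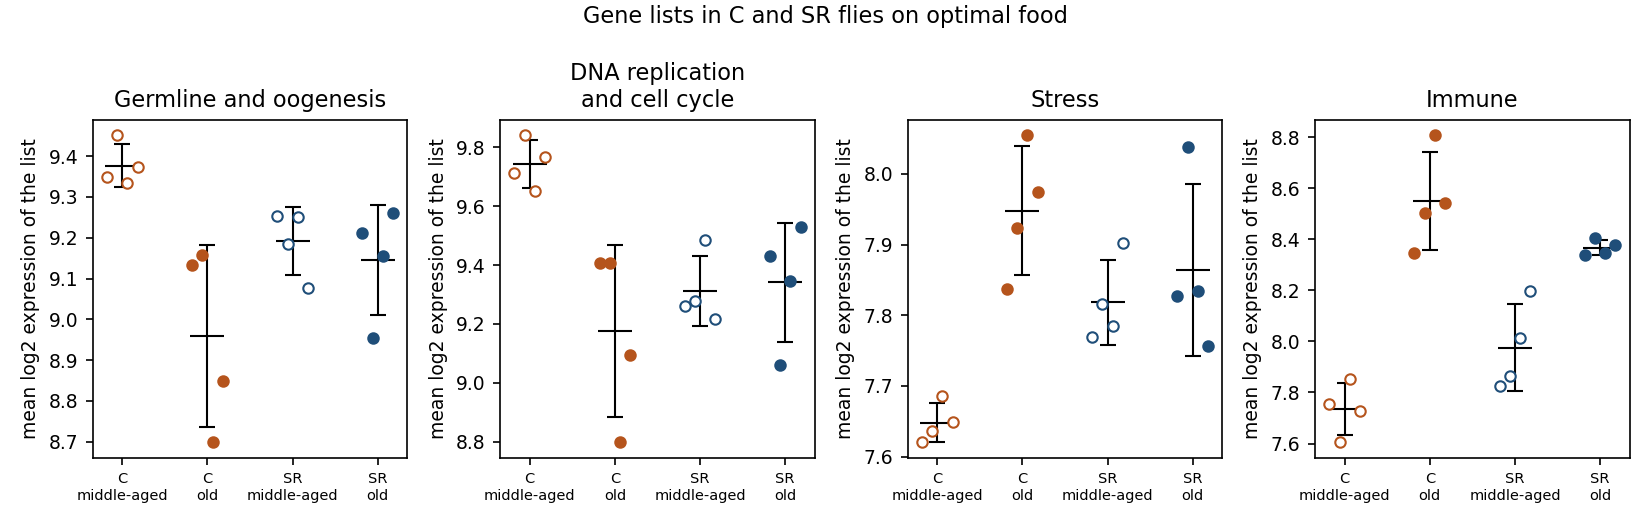
Mean log2 value per array of the germline, DNA replication and cell cycle, stress and immune lists in flies on optimal food, with C flies in brown and SR flies in blue, open symbols for middle-aged and filled symbols for old flies, and bars for the mean and SD of 4 arrays. The mean of the cell cycle list was 9.74 ± 0.08 in middle-aged and 9.18 ± 0.29 in old C flies, and 9.31 ± 0.12 and 9.34 ± 0.20 in SR flies.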

A greater similarity of C and SR flies in their age-dependent expression concerned the group of upregulated genes. Namely, ageing in SR flies was associated with activation of immune response (*P* < <0.001) and related processes such as peptidoglycan binding and peptidoglycan metabolic process. 

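In SR flies on optimal food a smaller number of immune genes rose with age. Of the 52 genes of both immune lists 6 rose and 46 did not pass (11 higher when adjusted over the list alone, median change 0.13, camera adjusted p = 9.22e-08, adjusted p = 0.0277 with an estimated correlation). These were 3 of 17 antimicrobial peptide genes (5 higher when adjusted over the list alone, median change 0.28, camera adjusted p = 0.000181, adjusted p = 0.286 with an estimated correlation) and 3 of 35 genes of recognition and signalling (6 higher when adjusted over the list alone, median change 0.13, camera adjusted p = 6.81e-06, adjusted p = 0.0224 with an estimated correlation). The lists leave out AttA and AttC, which rose too. PGRP-SB1, the peptidoglycan amidase, rose by 1.80 ± 0.37 (adjusted p = 0.00656 from limma) and pirk by 1.95 ± 0.28 (adjusted p = 5.96e-05). The line by age interaction passed for 5 immune genes with the larger rise in C flies and for 2 the other way (7 higher and 19 lower when adjusted over the list alone, median change -0.39, camera adjusted p = 0.00146, adjusted p = 0.341 with an estimated correlation). In middle-aged flies 13 immune genes were higher and 7 lower in SR than in C flies (15 higher and 7 lower when adjusted over the list alone, median change 0.13, -0.23 with arrays centred on the neuron list). In old flies 3 were higher and 7 lower (4 higher and 8 lower when adjusted over the list alone, median change -0.067), and AttD differed by a log2 value of -2.40 ± 0.51 (adjusted p = 0.00241).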

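In SR flies on optimal food the attacins AttA and AttC and the diptericin DptB rose with age. AttC rose by 2.67 ± 0.50 (adjusted p = 0.00276 from limma). DptB rose by 2.28 ± 0.48 (adjusted p = 0.00857, and 0.065 without SR optimal old replicate 3) and AttA by 2.37 ± 0.51 (adjusted p = 0.0107, and 0.0591 without SR optimal middle-aged replicate 1). The difference between the lines in the change was -1.78 ± 0.70 for AttC (adjusted p = 0.101, and 0.0477 without C optimal old replicate 1) and -1.38 ± 0.73 for AttA (adjusted p = 0.22), so for these genes the difference did not pass. For DptB the interaction was -2.58 ± 0.68 (adjusted p = 0.0339, and 0.0942 without SR optimal middle-aged replicate 4, 0.0779 and 0.0763 without SR optimal old replicates 1 and 4 in turn, 0.0912 and 0.0698 without C optimal middle-aged replicates 2 and 4 in turn, 0.106 and 0.063 without C optimal old replicates 3 and 4 in turn and 0.0606 with arrays centred on the neuron list). Old SR flies had lower values than old C flies for DptB (-2.96 ± 0.48, adjusted p = 7.23e-05) and AttC (-2.38 ± 0.50, adjusted p = 0.00203).

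**Figure D2:**
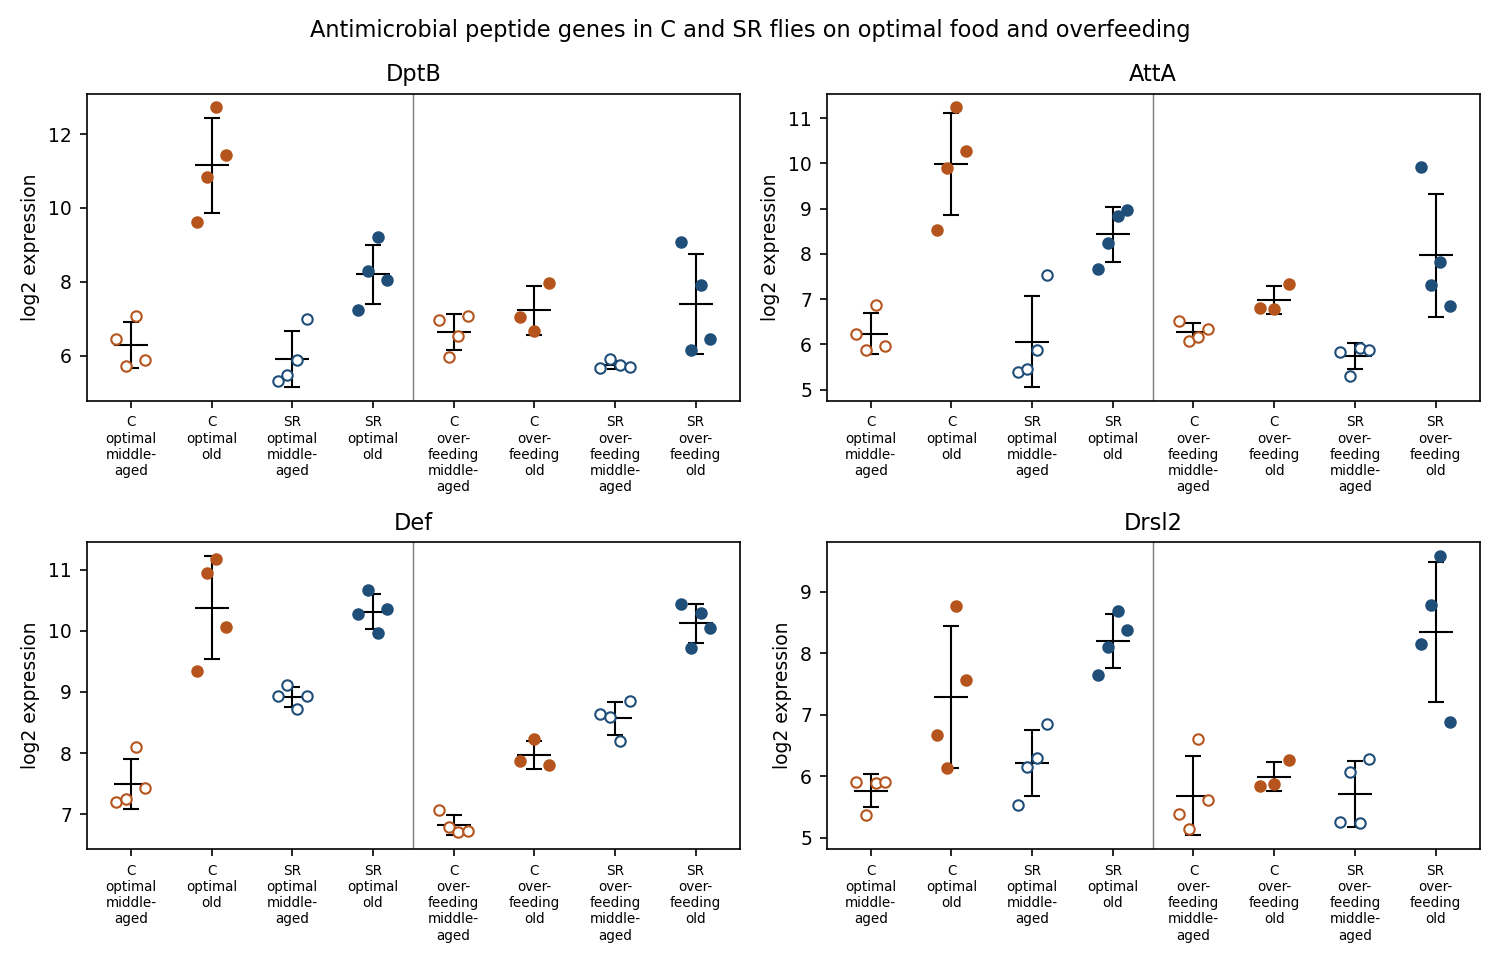
Log2 values of DptB, AttA, Def and Drsl2 on each array, in C and SR flies of both ages, on optimal food to the left and on overfeeding to the right of the grey line, with points for arrays and bars for the mean and SD. DptB in old SR flies on optimal food stood at 8.20 ± 0.81 against 5.92 ± 0.76 in middle-aged SR flies (n = 4 each).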

Similar to the signature of ageing of C flies, the genes with highest increases of transcript abundance encoded antimicrobial peptides (*AttA, AttC, DptB*). Also genes involved in proteolysis (*P* = 0.0087) with serine hydrolase and peptidase activity significantly increased their transcript abundance at old age (Additional file 4). 

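In SR flies on optimal food, of 30 genes of the trypsin and chymotrypsin family 1 rose (6 higher and 1 lower when adjusted over the list alone, median change 0.26, camera adjusted p = 0.00214, adjusted p = 0.692 with an estimated correlation, and 0.252 without SR optimal middle-aged replicate 3 and 0.0887 without SR optimal old replicate 2). Of 29 serpins 1 rose (3 higher when adjusted over the list alone, median change 0.12, camera adjusted p = 0.00423, adjusted p = 0.432 with an estimated correlation, and 0.0813 without SR optimal old replicate 2). It was Spn42Da, an inhibitor of furin-like proteases (0.53 ± 0.12, adjusted p = 0.0137 from limma, and 0.0593 without SR optimal middle-aged replicate 1 and 0.108 without SR optimal old replicate 2). Of 13 digestive carbohydrases 1 rose (8 higher and 1 lower when adjusted over the list alone, median change 1.05, camera adjusted p = 4.7e-07, adjusted p = 0.219 with an estimated correlation). Cpr62Bb, a cuticle protein, rose by 0.90 ± 0.17 (adjusted p = 0.00423).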

Although these two major classes of genes showed elevated expression in old SR and C flies, their average expression levels differed between the lines. The pair-wise comparisons (SR vs. C flies) indicated that the stress-associated genes showed higher expression in middle-aged SR flies as compared with C flies of the same physiological age. In addition, ageing in SR flies was characterized by lower transcript abundances of those genes compared to C flies. It is likely that this pattern is related to a longer lifespan of SR flies, as the high expression of genes involved in stress responses has been previously shown to be associated with extended lifespan [22].

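Middle-aged SR flies had higher values than middle-aged C flies for part of the detoxification and stress genes. Of 80 cytochrome P450 genes 19 were higher and 6 lower (22 higher and 9 lower when adjusted over the list alone, median change 0.17, -0.18 with arrays centred on the neuron list, camera adjusted p = 0.0077, adjusted p = 0.553 with an estimated correlation). Cyp6a8 was higher by 1.58 ± 0.34 (adjusted p = 0.00134 from limma) and Cyp4d21 lower, with a difference of -1.59 ± 0.24 (adjusted p = 1.89e-05). Of 34 glutathione S-transferases 9 were higher and 2 lower (11 higher and 2 lower when adjusted over the list alone, median change 0.17, -0.19 with arrays centred on the neuron list, camera adjusted p = 0.00442, adjusted p = 0.526 with an estimated correlation). Of 33 genes of oxidative stress and damage 5 were higher and 4 lower (8 higher and 4 lower when adjusted over the list alone, median change 0.14, -0.22 with arrays centred on the neuron list, camera adjusted p = 0.0584), with egr, the fly TNF (0.78 ± 0.19, adjusted p = 0.00512), and its receptor wgn (1.19 ± 0.22, adjusted p = 0.000271) among the higher ones. Of 20 heat shock and unfolded protein genes 1 was higher and 4 were lower (5 higher and 5 lower when adjusted over the list alone, median change -0.022). stv, a co-chaperone of the muscle, was higher by 0.90 ± 0.21 (adjusted p = 0.00277), and the small heat shock gene Hsp26 had a difference of -0.61 ± 0.16 (adjusted p = 0.0082).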

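In old flies on optimal food stress genes differed between the lines in both directions. Of 80 cytochrome P450 genes 7 were lower and 1 higher in SR flies (3 higher and 11 lower when adjusted over the list alone, median change -0.041, camera adjusted p = 0.0961). Cyp4p3 differed by -1.64 ± 0.22 (adjusted p = 2.98e-06 from limma). Of 34 glutathione S-transferases 4 were higher and 2 lower (4 higher and 2 lower when adjusted over the list alone, median change 0.050, -0.0044 with arrays centred on the neuron list, camera adjusted p = 0.315), with GstE5 higher in SR flies (6.84 ± 0.32 against 5.34 ± 0.24 in C flies, log2 ± SD, n = 4, limma adjusted p = 1.02e-06) and GstD5 lower (3.96 ± 0.12 against 5.46 ± 0.74, adjusted p = 0.000279). Of 33 genes of oxidative stress and damage 2 were higher and 4 lower (2 higher and 5 lower when adjusted over the list alone, median change -0.10, camera adjusted p = 0.117). Prx6c, a peroxiredoxin that removes peroxides, differed by -2.10 ± 0.42 (adjusted p = 0.00125). CG14499 and CG43133, genes of unknown function, were lower in old SR flies, with differences of -3.41 ± 0.55 and -4.06 ± 0.38 (adjusted p = 5.58e-05 and 9.75e-10). Over all probe sets 824 differed between old flies of the lines, 451 higher and 373 lower in SR flies, and the count was 537 and 538 without SR optimal old replicates 1 and 4 in turn, and 367 in a model of the compared arrays alone and 1288 with the germline mean as a covariate. Neuron genes differed by 0.055 on average, and with arrays centred on their mean 27.2% of the calls were higher in SR flies, against 54.7% without centring.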

### Stress- and reproduction-related genes

To further investigate the differences between C and long-lived SR flies in their age-related expression, we focused on genes showing a line × age interaction for flies cultured on optimal diet. MAANOVA indicated 2511 probe sets representing 2270 genes with significant interactive effects (approximately 17% of all analyzed genes). 

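Among the genes whose change with age on optimal food differed most between SR and C flies were CG13947 (-3.38 ± 0.53, adjusted p = 0.00101 from limma), CG14500 (-2.66 ± 0.54, adjusted p = 0.0117) and Send1 (-2.52 ± 0.51, adjusted p = 0.0117), a serine protease of the female sperm stores. A positive value means a larger rise or a smaller fall in SR flies. It was positive for the clock gene tim (2.82-fold, adjusted p = 0.00603) and for CG42335 (2.03 ± 0.35, adjusted p = 0.00339). Zasp52, a protein of the muscle Z-disc, and trpl, a light-gated channel, had negative values of -1.35 ± 0.28 and -1.39 ± 0.28 (adjusted p = 0.0147 and 0.0117). In total the interaction passed for 996 probe sets, standing for 859 named genes, with 602 positive and 394 negative values, and 5022 had an unadjusted p under 0.05. The count depends on single arrays of flies on optimal food: it was 490, 1729 and 53 without SR middle-aged replicates 1, 3 and 4 in turn, 15.7% of this count without SR old replicate 1, 2188, 214 and 113 without SR old replicates 2, 3 and 4 in turn, 1523, 69, 588 and 190 without C middle-aged replicates 1, 2, 3 and 4 in turn and 2039, 2050, 66 and 150 without C old replicates 1, 2, 3 and 4 in turn. Without SR malnutrition old replicate 1, the array farthest from its group, left out of the shared spread after the data were seen, it was 2762, and it was 2153 over probe sets with a mean of at least 5, 3348 with array weights, 549 with p-values from shuffled groups, 2368 with Storey's q-value, 139 with arrays centred on the neuron list, 287 with the mean of the chorion and germline genes as a covariate and 11 with the germline mean as a covariate. The interaction of the neuron genes was -0.30 on average, and with arrays centred on their mean 47.5% of the calls were positive, against 60.4% without centring.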

We identified modules of co-expressed genes by applying K-means cluster analysis (Figure 3). 

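The probe sets that passed the line by age interaction on optimal food were grouped by K-means with 12 clusters on Z scores. In 5 clusters with 394 probe sets the values of C flies were higher at old age. They hold Act88F and fln of the flight muscle, and the antibacterial gene DptB. In 7 clusters with 602 probe sets the values of C flies were lower at old age, and these hold the replication genes Orc4 and Sse. In the rising clusters the median change was 0.74 in C flies and -0.21 in SR flies, and 313 probe sets had opposite signs in the lines. In the falling clusters the medians were -0.55 and 0.18, and 587 had opposite signs. Since these probe sets were chosen by the interaction, opposite signs are favoured. Age itself passed limma for 317 of the rising and 567 of the falling probe sets in C flies, and for 26 and 9 in SR flies.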

From the 12 identified modules, two major groups could be distinguished: those with an increase of transcript abundance in old C flies (clusters 1, 2, 3 and 6) and those with repressed gene expression in these flies at the later age class (remaining clusters). The genes showing expression according to the first pattern were mostly involved in response to stimulus and stress responses. Especially, in clusters 3 and 6, where strong increases in gene activity in C flies were accompanied by only mild and inconsistent changes in SR flies, we found a high enrichment of immune response, proteolysis and cytochrome P450 genes. 

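Clusters of interaction genes with higher mean values in old than in middle-aged C flies held genes of the eye and of muscle, not all of which passed for age in C flies. These clusters held 11 of the 28 phototransduction and vision genes against 0.734 expected (Fisher's exact test, adjusted p = 1.85e-09). They also held 10 of the 31 muscle genes against 0.812 expected (adjusted p = 6.86e-08): Act88F, Obsc, RyR, Strn-Mlck, Tm2, TpnC73F, Zasp52, Zasp66, fln and stv. Antimicrobial peptides had 2 of the 17 genes against 0.446 expected (adjusted p = 0.251), and immune recognition and signalling 3 of the 35 genes against 0.917 expected (adjusted p = 0.251). Cytochrome P450 had 1 of the 80 genes against 2.1 expected (adjusted p = 1.00), trypsins and chymotrypsins 1 of the 30 genes against 0.786 expected (adjusted p = 1.00), and the stress list 8 of the 167 genes against 4.38 expected (adjusted p = 0.251). Pdh of the visual cycle had an interaction of -2.18 ± 0.41 (adjusted p = 0.00809 from limma) and inaD of -1.41 ± 0.28 (adjusted p = 0.0117). The background was all named genes tested, and adjustment was over the lists of each group of clusters. The paper gives its immune, proteolysis and cytochrome P450 enrichment for particular clusters of its 2511 probe sets, by Gene Ontology terms. Here fixed lists were tested over all 5 rising clusters together, with 394 probe sets. Unlike sets are therefore compared, and these counts do not test the paper's enrichment. Fisher's exact test takes genes as independent, while genes of the eye and of muscle move together from array to array. With an estimated correlation neither list passed camera for the interaction.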

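Genes that copy and divide DNA were over-represented in the clusters of interaction genes with lower mean values in old C flies. These clusters held 13 of the 79 DNA replication and cell cycle genes against 3.11 expected (Fisher's exact test, adjusted p = 0.000424). They were Cenp-C, Orc4, Psf2, RPA2, RPA3, RfC38, Spc25, Sse, Top1, Zw10, barr, cid and pim. Sse, the separase, had an interaction of 1.00 ± 0.25 (adjusted p = 0.0294 from limma, and 0.0817 without SR optimal middle-aged replicate 4, 0.0625 and 0.0747 without SR optimal old replicates 1 and 4 in turn, 0.0841 and 0.0507 without C optimal middle-aged replicates 2 and 4 in turn, 0.0953 and 0.058 without C optimal old replicates 3 and 4 in turn and 0.0616 with arrays centred on the neuron list). Splicing factors had 1 of the 28 genes against 1.1 expected (adjusted p = 1.00), and the germline and oogenesis list 1 of the 70 genes against 2.75 expected (adjusted p = 1.00). The test takes genes as independent, and with an estimated correlation the cell cycle list did not pass camera for the interaction.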

In the second major group of clusters (downregulated genes in old C flies), the dominant categories of genes included those related to DNA repair, DNA replication, translation with RNA, mRNA processing and RNA polymerase II transcription factor activity. Interestingly, despite the relatively large number of clusters within this major group, similar GO categories contributed to each cluster. This pattern indicates that while the expression of those genes is consistently and strongly repressed in old C flies, it can either increase or remain at a similar level in SR flies.

**Figure 3:**
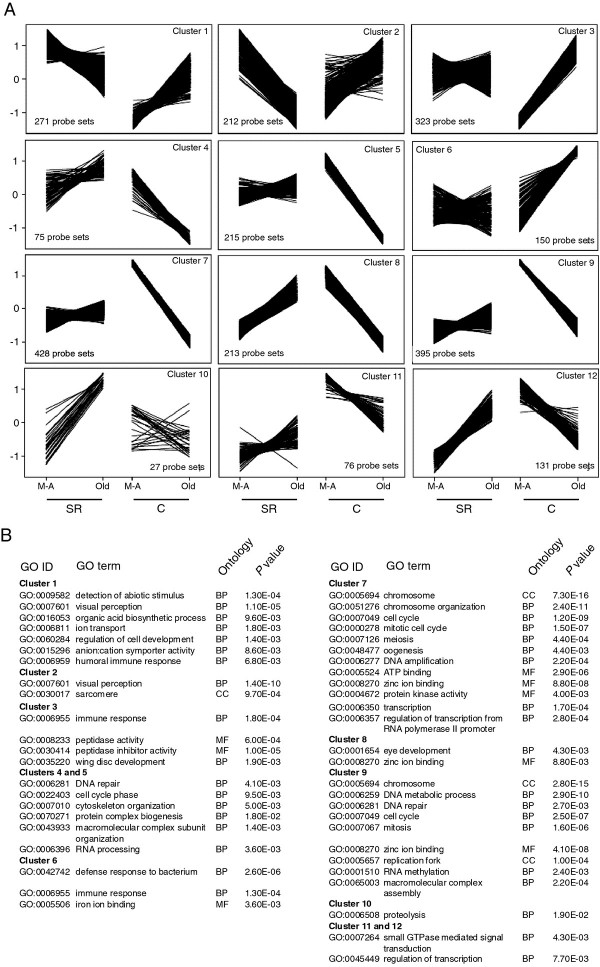
**Differential age-dependent expression between the C and SR*Drosophila.*** (**A**) Expression patterns of probe sets with differential age-related transcription between the *Drosophila* variants (defined by a significant age × line interaction). Probe sets are grouped into 12 co-expressed clusters using the K-means method. The expression values for each probe set were Z score transformed prior to the K-means analysis. (**B**) Significantly enriched GO categories in the identified probe set groups (BP: biological process, CC: cellular component, MF: molecular function).

Our analyses strongly suggest that the difference in ageing phenotype between the *Drosophila* SR and C variants is associated with major changes in expression of genes involved in body maintenance, including biotic and abiotic stress responses, and genes related to cell cycle, transcription, protein synthesis, and reproduction. Because in adult fruit flies the last group of processes relates mainly to the reproduction-related functions, we will use the term “reproduction-related” genes to refer to this broader class of genes. The line × age interaction analysis suggest that these two major groups, stress- and reproduction-related genes, have an opposite age-related patterns of expression in both lines.

In order to test whether these major patterns of transcript changes are directly related to stress and reproduction functions, we performed a Gene Set Enrichment Analysis (GSEA) [34]. This analysis considers groups of genes linked together in functional pathways rather than single transcripts. We tested whether the sets of genes, whose activities are related either to reproduction or to stress, are enriched in SR relative to C flies (or vice versa) on optimal diet. We found that reproduction genes were significantly enriched in middle-aged C flies (*P* < < 0.001) and in old SR flies (*P* < < 0.001; Figure 4). 

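The reproduction list joins the germline genes and the eggshell genes. In middle-aged flies 10 of 93 genes were lower and 3 higher in SR flies (3 higher and 7 lower when adjusted over the list alone, median change -0.17, camera adjusted p = 0.0584, and 0.0253 and 0.0456 without SR optimal middle-aged replicates 1 and 2 in turn, 0.0379 without C optimal middle-aged replicate 3 and 0.966 with arrays centred on the neuron list). nod, a kinesin-like protein of meiosis, was lower in SR flies (-0.78 ± 0.18, adjusted p = 0.00283 from limma), and tud, a component of germ plasm, was higher (0.70 ± 0.10, adjusted p = 1.48e-05). In old flies 2 were higher and 91 did not pass (2 higher when adjusted over the list alone, median change 0.18, camera adjusted p = 0.00793, adjusted p = 0.733 with an estimated correlation, and 0.111 without SR optimal old replicate 4 and 0.391 without C optimal old replicate 3). The paper ran its enrichment test on a set of reproduction genes from an earlier experiment, whose members it does not list, so the fixed list stands in for it here. From its enrichments of this set and of the stress genes, taken with its K-means clusters, the paper reasons that C and SR flies diverged in the expression of both classes, and proposes a role of the classes in the longer life of SR flies.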

The stress genes were enriched in SR flies in both age classes, however the enrichment shows a higher significance level in middle-aged flies (*P* < < 0.0001 and *P* = 0.00011, respectively). Also, it needs to be noted that while most of the stress genes showed higher expression in SR flies, some of genes in this gene set were higher expressed in C flies. These results indicate clearly an opposed regulation of reproduction-related genes across age classes in both *Drosophila* lines and an upregulation of stress-related genes in SR flies that weakens at older age. 

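The stress list joins the heat shock, oxidative stress, cytochrome P450 and glutathione S-transferase genes. The paper took its stress set from an earlier experiment with oxidative stressors and tunicamycin and does not list the members. The fixed list stands in for it here, so unlike gene sets are compared. In middle-aged flies on optimal food 34 of its 167 genes were higher and 16 lower in SR than in C flies (45 higher and 20 lower when adjusted over the list alone, median change 0.12, -0.23 with arrays centred on the neuron list, camera adjusted p = 0.00369, adjusted p = 0.526 with an estimated correlation). GstE9, a glutathione S-transferase, was higher in SR flies by 1.03 ± 0.22 (adjusted p = 0.00164 from limma). In old flies 7 were higher and 14 lower in SR flies (10 higher and 19 lower when adjusted over the list alone, median change -0.030, camera adjusted p = 0.22, and 0.0169 without SR optimal old replicate 2). With age the list rose in C flies, where 62 genes were higher and 21 lower (66 higher and 24 lower when adjusted over the list alone, median change 0.26, camera adjusted p = 5.12e-07, adjusted p = 0.151 with an estimated correlation), and in SR flies 2 rose and 1 fell (3 higher and 2 lower when adjusted over the list alone, median change 0.038, camera adjusted p = 0.0715). The line by age interaction passed for 4 positive and 8 negative values (7 higher and 22 lower when adjusted over the list alone, median change -0.21, 0.094 with arrays centred on the neuron list, camera adjusted p = 0.000314, adjusted p = 0.347 with an estimated correlation).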

Overall, the GSEA results support the findings obtained with the K-means analysis, indicate that C and SR flies diverged profoundly in their expression of stress- and reproduction-related genes, and suggest the role of those gene classes in lifespan extension.

**Figure 4:**
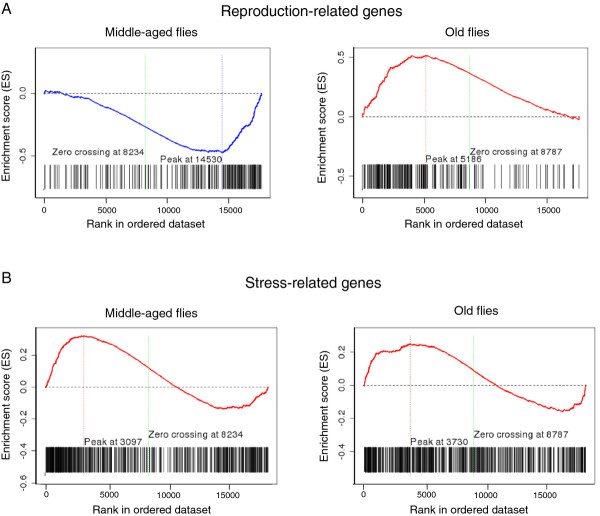
**Gene Set Enrichment Analysis with stress- and reproduction-related gene sets.** We applied GSEA to test whether the reproduction- and stress- gene sets are enriched in the rank-ordered list of genes for the comparison between C and SR flies. For each test, GSEA provides an enrichment score (ES) that measures the degree of enrichment of the gene set at the top or bottom of a rank-ordered gene list derived from the data set. A nominal *P* value was used to assess the significance of the ES. Vertical lines indicate the position of each of the genes comprising the stress and reproduction gene set. The figure panels show the plots of the running sum for the two gene sets: (**A**) reproduction and (**B**) stress gene set, respectively.

### Effects of diet

Diet strongly affected gene expression in the analyzed *Drosophila* lines. 

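Across the 46 arrays flies on malnutrition stood apart from all others on the first principal component. It held 31.9% of the variance (jackknife standard error 3.21, and 19.9% with probe sets scaled to unit variance), and 94.2% of it lay between diets. Group means on malnutrition ran from -44 ± 4.55 (SD, n = 4) in old SR flies to -30.4 ± 6.12 in middle-aged C flies. On optimal food they ran from 9.47 ± 3.8 in middle-aged SR flies to 15.2 ± 4.21 in middle-aged C flies, and on overfeeding from 16.4 ± 4.68 in old SR flies to 26 ± 1.9 in middle-aged SR flies. Among single genes, Jon99Fi, a serine protease of the gut, was lower on malnutrition than on optimal food in each line and age: -5.56 ± 0.50 in middle-aged and -5.55 ± 0.54 in old C flies, and -4.91 ± 0.50 and -6.39 ± 0.50 in SR flies (adjusted p from 3.92e-12 to 9.52e-09, limma).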

Principal component (PC) analysis indicated that the first principal component (PC1) related to diet and explained 32% of the total variation in transcript abundances in our experiment (Figure 5A). The malnutrition samples were strongly divergent from those on optimal and overfeeding diets. *Drosophila* variant was associated with 11% of variation, and was represented by PC3. 

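The lines separated on another axis, with 93.8% of the variance of the third principal component between C and SR flies. This component held 10.8% of all variance (jackknife standard error 0.884). Its group means ran from 10.4 ± 1.26 (SD, n = 4) to 22.6 ± 2.74 in C flies and from -17.8 ± 1.53 to -10.7 ± 1.97 in SR flies. The genes that differed most between middle-aged flies of the lines on optimal food were CG31157, higher in SR flies (5.83 ± 0.24, adjusted p = 3.16e-20 from limma), and CG5568, lower (-3.88 ± 0.50, adjusted p = 9.71e-07). scro, a homeobox gene, and Mal-A3, a maltase, were also lower in SR flies (-2.78 ± 0.45 and -2.28 ± 0.39).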

While for the second PC (21% of variation explained) no direct link with any single experimental factor was apparent, it is likely to be associated with the interactive effect of age, line and food treatments (Figure 5B). For example, while C flies showed a clear separation with age in optimal food and overfeeding treatment for PC2, the separation for SR flies was less apparent. These results were consistent with the results of MAANOVA, where the main experimental treatments were tested (averaged over the other experimental factors). 

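The second component held 20.7% of the variance (jackknife standard error 3.27), of which 16.3% lay between diets, 20.4% between ages, 4.24% between lines and 64.1% between the 12 groups. On optimal food C flies moved from -19.4 ± 6.34 (SD, n = 4) at middle age to 30.2 ± 17.6 at old age, and SR flies from 14.6 ± 9.78 to 20.2 ± 14.2. On overfeeding C flies moved from -32.8 ± 8.74 to -0.726 ± 8.15 (n = 3) and SR flies from -10.9 ± 18.3 to 12 ± 12. Within groups, arrays with a higher mean of the germline list had lower values on this component: Pearson's r was -0.963 and Spearman's rho -0.959 over 46 arrays (permutation p = 1e-05 for each, the smallest possible, adjusted p = 1.37e-05 and 1.83e-05 over 11 relations), and r was -0.946 without the 2 arrays farthest from the median.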

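Averaged over the other factors, diet changed more probe sets than line or age did. In limma 8535 probe sets differed between diets, 3833 between lines (2165 higher and 1668 lower in SR flies) and 3446 between ages (1680 higher and 1766 lower in old flies). Among genes that differed between the lines on each diet, CG31157 had an average difference of 5.63 ± 0.10 and the lncRNA gene CR44101 of 3.60 ± 0.16. On average the neuron genes differed by 0.12 between lines and by 0.13 between ages. With arrays centred on their mean the counts were 18630 for diet, 6290 for line and 9154 for age, and with the germline mean as a covariate 1003 for age. After centring 14.5% of the line calls were higher in SR flies, against 56.5% without centring, and 11.1% of the age calls were higher in old flies, against 48.8%.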

The analysis indicated 7762 probe sets with expression levels changed in response to diet, 3261 probe sets differentially expressed in different *Drosophila* lines and 2510 probe sets with age related changes.

**Figure 5:**
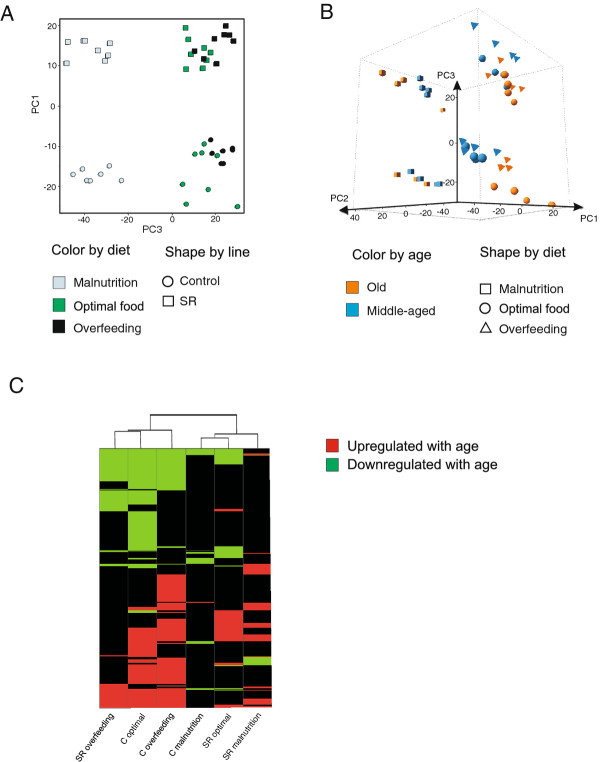
**Principal component analysis and the heat map of the expression data.** (**A**) Patterns of variation are presented in the subspace of the first and the third principal components (PC1 and PC3, respectively). (**B**) Patterns of variation are presented in the subspace of the first, second and third PCs. (**C**) Age-related expression at the level of GO categories for C and SR flies under all dietary conditions (gene categories up- or downregulated in the old flies).

Diet also influenced age-related expression patterns. We found that the number of genes with age-dependent expression changes on malnutrition diet was one order of magnitude lower than those of on optimal food (Figure 2). 

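On malnutrition few genes changed between middle and old age in either line. In C flies CG11425, a lipid phosphate phosphatase, rose by 2.62 ± 0.31 (adjusted p = 1.06e-06 from limma) and CG10560 fell by 2.32 ± 0.34 (adjusted p = 8.09e-05). In SR flies CG9875 rose by 1.36 ± 0.21 (adjusted p = 0.000426) and CG16926 fell by 1.85 ± 0.28 (adjusted p = 0.00034). In C flies 57 probe sets were higher and 99 lower in old flies. In SR flies 62 changed, 21 higher and 41 lower. The count in C flies was 84 without C malnutrition middle-aged replicate 1 and 74 without C malnutrition old replicate 2, and that in SR flies was 32, 34, 36 and 31 without SR malnutrition middle-aged replicates 1, 2, 3 and 4 in turn and 130 and 26 without SR malnutrition old replicates 1 and 2 in turn. In C flies it was 16 in a model of the compared arrays alone, 257 with array weights, 95 with p-values from shuffled groups, 256 with arrays centred on the neuron list and 609 with the germline mean as a covariate, and in SR flies 3 in a model of the compared arrays alone, 767 with array weights, 254 with arrays centred on the neuron list and 453 with the germline mean as a covariate. On average the neuron genes changed by 0.21 in SR flies and by 0.082 in C flies. With arrays centred on their mean, 5.91% of the calls in SR flies and 23% of those in C flies were higher in old flies, against 33.9% and 36.5% without centring.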

Functional interpretation in both *Drosophila* variants revealed rather an inconsistent image of the age-associated processes under malnutrition. 

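In C flies on malnutrition, gut proteases were among the genes that fell with age and glutathione S-transferases among those that rose. Of 30 genes of the trypsin and chymotrypsin family 2 fell (7 lower when adjusted over the list alone, median change of -0.52, camera adjusted p = 7.29e-06, adjusted p = 0.765 with an estimated correlation). zetaTry, a trypsin, fell by 2.20 ± 0.40 (adjusted p = 0.00191 from limma). Of 18 genes of the citrate cycle and glycolysis 1 fell (6 lower when adjusted over the list alone, median change of -0.20, camera adjusted p = 4.65e-05, adjusted p = 0.472 with an estimated correlation). It was mAcon1, the mitochondrial aconitase (-0.50 ± 0.11, adjusted p = 0.0125, and 0.0783 and 0.0748 without C malnutrition middle-aged replicates 1 and 2 in turn and 0.113 and 0.134 without C malnutrition old replicates 1 and 2 in turn). Of 34 glutathione S-transferases 3 rose (5 higher and 1 lower when adjusted over the list alone, median change of 0.10, camera adjusted p = 0.00229, adjusted p = 0.649 with an estimated correlation, and 0.245 without C malnutrition old replicate 3). GstD6 rose by 0.86 ± 0.16 (adjusted p = 0.00191) and GstD2 by 1.19 ± 0.26 (adjusted p = 0.0126, and 0.0953 and 0.0949 without C malnutrition old replicates 2 and 3 in turn). Of 80 cytochrome P450 genes 1 rose and 3 fell (3 higher and 5 lower when adjusted over the list alone, median change of -0.059, camera adjusted p = 0.324), and Cyp4d21 fell by 1.75 ± 0.26 (adjusted p = 8.09e-05).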

In C flies, the list of downregulated genes with age included genes involved in proteolysis and citrate cycle (*P* < < 0.001 and *P* = 0.009, respectively), while the categories involving drug metabolism and glutathione metabolism (*P* = 0.05 and *P* = 0.005, respectively) were enriched in the gene list with higher expression in old flies. 

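In SR flies on malnutrition, genes of yolk and lipid were among the few that fell with age. Yp3, a yolk protein made by the fat body and the ovary, fell by 1.87 ± 0.35 (adjusted p = 0.00547 from limma, and 0.0539 without SR malnutrition old replicate 2). Of 7 yolk and fat body proteins 2 fell (3 lower when adjusted over the list alone, median change of -0.42, camera adjusted p = 0.000107, adjusted p = 0.274 with an estimated correlation). Of 33 genes of lipid metabolism 2 fell (1 higher and 6 lower when adjusted over the list alone, median change of -0.14, camera adjusted p = 4.38e-05, adjusted p = 0.274 with an estimated correlation). The member Lip4, a lipase, fell by 1.11 ± 0.24 (adjusted p = 0.0195, and 0.116 and 0.0614 without SR malnutrition middle-aged replicates 1 and 3 in turn and 0.0722 and 0.106 without SR malnutrition old replicates 3 and 4 in turn). CG12374, a carboxypeptidase of the gut, fell by 2.47 ± 0.49 (adjusted p = 0.0101, and 0.117 without SR malnutrition old replicate 2). Of 30 trypsins and chymotrypsins none passed limma, and 0 higher and 13 lower had an unadjusted p under 0.05 (6 lower when adjusted over the list alone, median change of -0.54, camera adjusted p = 2.1e-09, adjusted p = 0.494 with an estimated correlation).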

Although the number of genes with age-dependent expression in SR flies was too low to deliver significant results of functional annotation clustering, we found that genes with reduced transcript levels in old flies included those involved in proteolysis, reproduction and lipid metabolism. Genes upregulated with age included those associated with transcription and RNA processing. In general, although our results indicate reduced effects of age for the flies on the malnutrition treatment, this pattern likely reflects stress of malnutrition dominating gene expression profiles in both age classes rather than an actual change in ageing processes. A similar effect is likely to be responsible for a high similarity of age-dependent expression in C and SR flies under malnutrition, as indicated by hierarchical clustering (Figure 5C). This interpretation is supported by the observations that malnutrition is associated with high mortality rates (Figure 1) and that gene categories related to stress response, including genes involved in detection of abiotic stimulus (*P <* < 0.0001), ion transport (*P* < < 0.0001) response to nutrient levels (*P* = 0.0009), were enriched in the group of genes upregulated under malnutrition condition at both age classes (Additional files 5 and 6).

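On malnutrition, many genes of nerve, eye and muscle had higher values than on optimal food in middle-aged C flies. In old flies of both lines most gut protease genes and the yolk gene Yp2 had lower values. In middle-aged C flies 26 of 31 muscle genes, 18 of 28 vision genes and 23 of 36 neuron genes were higher (27 higher when adjusted over the list alone for muscle, 19 higher when adjusted over the list alone for vision and 24 higher when adjusted over the list alone for neurons). Their median changes were 0.91, 0.78 and 0.88, while the medians of all lists shift by 0.80 with arrays centred on the neuron list. TpnC41C, a troponin C, was higher by 1.45 ± 0.23, the channel gene trp by 1.78 ± 0.22 and Sh, a potassium channel of nerve and muscle, by 1.83 ± 0.22 (adjusted p = 1.31e-05, 1.98e-07 and 1.21e-07 from limma). Gadd45, induced by DNA damage, was higher by 1.91 ± 0.27 (adjusted p = 2.12e-06). In old flies 25 of 30 trypsins and chymotrypsins were lower in C flies (26 lower when adjusted over the list alone) and 28 in SR flies (28 lower when adjusted over the list alone). The yolk gene Yp2 fell by 3.30 ± 0.38 in old C flies and by 5.19 ± 0.36 in old SR flies relative to optimal food (adjusted p = 3.63e-08 and 1.87e-13). Probe sets that differed between malnutrition and optimal food numbered 2675 in middle-aged and 3314 in old C flies, and 2607 and 3077 in SR flies. The count in middle-aged C flies was 1774 without C malnutrition middle-aged replicate 2, and that in middle-aged SR flies 1729 and 1700 without SR optimal middle-aged replicates 1 and 4 in turn and 4256 with the germline mean as a covariate. In old flies it was 1535 in a model of the compared arrays alone for C flies, and 2005 in a model of the compared arrays alone, 5521 with array weights and 4648 with the germline mean as a covariate for SR flies. With arrays centred on the neuron list, which shifts changes by 0.67 in old C flies and by 0.41 and 0.70 in SR flies, 2.41%, 1.58%, 1.96% and 1.8% of 17611, 15486, 11714 and 17195 calls were higher on malnutrition, against 64%, 54.4%, 53.5% and 50.7% without centring.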

Under overfeeding conditions, age-related expression changes in both *Drosophila* lines were similar to those of C flies on optimal diet (Figure 5C). We found a substantial overlap between these food treatments in the genes affected by age. 

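On overfeeding C flies showed fewer age changes than on optimal food, and 197 of the 235 probe sets called were called on both foods. All of these moved in the same direction, 188 higher and 9 lower in old flies, where independent lists would share 21.3 and 2.77. Act88F, the actin of the flight muscle, rose by 2.84 ± 0.38 (adjusted p = 3.85e-05 from limma), and CG42857 and CG43090, of unknown function, by 2.14 ± 0.23 and 2.12 ± 0.35 (adjusted p = 6.25e-07 and 0.000663). CG12998 fell by 1.38 ± 0.16 (adjusted p = 1.64e-06). Of the calls 17 were lower and the others higher in old flies. The number of calls was 152, 98, 56 and 383 without C overfeeding middle-aged replicates 1, 2, 3 and 4 in turn and 87 and 27 without C overfeeding old replicates 2 and 3 in turn, 504 without SR malnutrition old replicate 1, which enters the shared spread only, and 675 in a model of the compared arrays alone, 368 over probe sets with a mean of at least 5, 2973 with array weights and 371 with Storey's q-value. The share also called on optimal food ran from 65.7% to 91.1% with any 1 array of these groups left out, and was 25.2% with the germline mean as a covariate. The mean of the neuron list changed by 0.25.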

More than 80% of probe sets detected in C flies under overfeeding treatment were also found to be differentially expressed under optimal diet. Moreover, the direction of the changes was in all the cases the same (Figure 2). 

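Some proteases, muscle genes and immune genes rose with age in C flies on overfeeding. Of 30 trypsins and chymotrypsins 5 rose (9 higher when adjusted over the list alone, median change of 0.66, camera adjusted p = 7.96e-11, adjusted p = 0.203 with an estimated correlation), among them Jon66Ci, a gut serine protease (1.70 ± 0.34, adjusted p = 0.00653 from limma). Of 31 muscle genes 4 rose (19 higher and 1 lower when adjusted over the list alone, median change of 0.58, camera adjusted p = 7.96e-11, adjusted p = 0.203 with an estimated correlation), with Mlc2 at 1.44 ± 0.22 (adjusted p = 0.000216). Of 52 immune genes 6 rose (9 higher and 1 lower when adjusted over the list alone, median change of 0.21 (-0.043 with arrays centred on the neuron list), camera adjusted p = 0.00024, adjusted p = 0.203 with an estimated correlation). vir-1 rose by 1.37 ± 0.25 (adjusted p = 0.00232). Of the 17 antimicrobial peptide genes on the list, which leaves out AttA and AttC, none passed limma, and 4 higher and 1 lower had an unadjusted p under 0.05, while AttC passed. Def and Mtk had changes of 1.15 ± 0.39 and 1.77 ± 0.71 (adjusted p = 0.136 and 0.219). Of 33 genes of oxidative stress and damage 9 rose (13 higher and 2 lower when adjusted over the list alone, median change of 0.32, camera adjusted p = 3.33e-09, adjusted p = 0.0832 with an estimated correlation). The growth factor Idgf3 rose by 1.08 ± 0.22 (adjusted p = 0.0079, and 0.0599 without C overfeeding middle-aged replicate 3 and 0.134 without C overfeeding old replicate 3). No gene of the cell cycle list passed, and 0 higher and 16 lower had an unadjusted p under 0.05.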

Many gene categories identified in the signature of ageing of C flies, including proteolysis (*P* = 0.009), response to bacteria (*P* = 0.0005) and imaginal disc development (*P* < < 0.0001), were also detected in the overfeeding treatment. Interestingly, overfed C and SR flies showed more similar age-dependant expression than when under optimal diet (Figure 5C`). These results indicate that diet strongly modulates expression changes associated with age and that this modulation can be different for different genotypes. Moreover, they imply that similar age-dependent expression might arise either by the influence of genetic (different variant) or environmental (diet) determinants.

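Overfed SR flies changed with age in part as C flies did. Across probe sets, which are not independent, the log2 changes of SR flies on overfeeding correlated at r = 0.498 with those of C flies on optimal food and at r = 0.456 with those of C flies on overfeeding. Overfed C and SR flies shared 70 calls, and 69 had the same direction in both lines, 68 higher and 1 lower in old flies (3.0 and 0.0709 expected of independent lists). The genes of both lines included AttC, which rose by 3.87 ± 0.50 in SR flies (adjusted p = 5.59e-06 from limma), pirk (1.84 ± 0.28, adjusted p = 8.16e-05) and vir-1 (1.54 ± 0.23, adjusted p = 5.21e-05). Of 52 immune genes 10 rose in overfed SR flies (19 higher when adjusted over the list alone, median change of 0.31, camera adjusted p = 2.5e-11, adjusted p = 0.00541 with an estimated correlation). Of 80 cytochrome P450 genes 8 rose (16 higher and 2 lower when adjusted over the list alone, median change of 0.19, camera adjusted p = 4.0e-08, adjusted p = 0.164 with an estimated correlation), with Cyp309a1 at 1.64 ± 0.25 (adjusted p = 8.86e-05). In total 340 probe sets changed in overfed SR flies, 261 higher and 79 lower in old flies, and the count was 214 and 169 without SR overfeeding middle-aged replicates 1 and 3 in turn and 211 and 208 without SR overfeeding old replicates 2 and 3 in turn, and 1028 with array weights. The mean of the neuron list changed by 0.10. The correlations were not tested against each other.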

### Age-independent differences between C and SR flies

To address age-independent differences between the *Drosophila* variants, we focused on genes that show a consistent up- or downregulation in both middle-aged and old SR flies. Under the optimal diet, 240 probe sets representing 220 genes showed a higher expression in SR than in C flies. This list included genes involved in drug metabolism by cytochrome P450 (*P* = 0.001), glutathione metabolism (*P* = 0.004) and polysaccharide metabolic processes (*P* = 0.006). 

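On optimal food 219 probe sets, standing for 179 named genes, were higher in SR than in C flies at both ages, where independent lists would share 38.3. Their median difference, averaged over diets and ages, was 0.60. Prosbeta2R2, a proteasome subunit of the testis, was higher by 2.50 ± 0.43 in middle-aged and 2.75 ± 0.43 in old flies (adjusted p = 0.000115 and 3.81e-05 from limma). CG42541, a GTPase gene, was higher by 2.85 ± 0.24 and 2.91 ± 0.24 (adjusted p = 6.78e-11 and 5.48e-11). Spn31A, a serpin, was higher by 1.44 ± 0.19 and 1.30 ± 0.19 (adjusted p = 1.98e-06 and 1.48e-05). The clock gene Pdp1 and nxf2, of a family of RNA export factors, chosen after their values were seen, had average differences of 1.94 ± 0.14 and 2.11 ± 0.11. The count was 91 with arrays centred on the neuron list and 450 with the germline mean as a covariate.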

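Among the genes higher in SR flies at both ages on optimal food were GstE5, GstE6 and GstE9, which conjugate glutathione to toxins. They were 3 of 34 glutathione S-transferases against 0.508 expected (Fisher's exact p = 0.014, adjusted p = 0.531 over the lists). GstE5 was higher by 2.14 ± 0.19 in middle-aged flies (adjusted p = 3.74e-10 from limma). Of 80 cytochrome P450 genes 1 was higher at both ages, Cyp313a3, against 1.2 expected (Fisher's exact p = 0.701). The paper's category is drug metabolism by cytochrome P450, which may hold other genes than this list of the enzyme family. The count therefore does not test that category. Cyp4d21, Cyp6a14 and Cyp6d4 were lower at both ages, 3 against 0.601 expected (Fisher's exact p = 0.0222, adjusted p = 0.702).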

The first two categories relate to stress response, which suggests that an overall higher expression of these genes in SR flies is related to their increased starvation resistance. 

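Genes lower in SR than in C flies at both ages on optimal food included CG5568, with a difference of -3.73 ± 0.50 in old flies (adjusted p = 2.18e-06 from limma), and Mal-A3, a maltase of the gut, with -2.72 ± 0.39 (adjusted p = 1.05e-05). Acox57D-d, a peroxisomal acyl-CoA oxidase, differed by -0.92 ± 0.13 in middle-aged and -0.76 ± 0.13 in old flies (adjusted p = 6.18e-06 and 0.00015). In all 110 probe sets, standing for 90 named genes, were lower at both ages, where independent lists would share 30.6. Their median difference over diets and ages was -0.87. With any 1 array of these 4 groups left out the count ran from 92 to 108, and it was 233 with arrays centred on the neuron list and 245 with the germline mean as a covariate.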

The enrichment analysis of the list of 135 downregulated probe sets representing 127 genes did not return significant functional categories. We analysed whether the differences between the lines detected under the optimal diet are also present in the other food conditions. We extracted probe sets showing consistent differences under all dietary conditions (Figure S1 in Additional file 7). They included 55 and 41 probe sets up- and downregulated is SR flies, respectively. 

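Over all 3 diets and both ages 67 probe sets, standing for 51 named genes, were higher and 42, standing for 32 genes, lower in SR flies. Their median differences were 1.14 and -1.28. CG31157 ranged from 5.50 to 5.83 over the 6 combinations of diet and age, and CR44101 from 2.74 to 4.66. With any 1 array left out the counts ran from 54 to 71 and from 32 to 47. Of the higher ones there were 38 with arrays centred on the neuron list and 102 with the germline mean as a covariate, and of the lower ones 78 with the germline mean as a covariate.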

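Counting a gene through any of its probe sets, glutathione S-transferases were over-represented among the genes higher in SR flies on every diet and at both ages. GstE5, GstE6 and GstE9 were 3 of the 51 genes, against 0.145 expected (Fisher's exact p = 0.000396, adjusted p = 0.0151 over the lists). The average differences of GstE5 and GstE6 were 1.58 ± 0.081 and 0.60 ± 0.038, and that of GstE9 lay between them. The value of GstE9 is of a dim probe set (mean log2 value 4.38), and its brightest, which is not in the group, differed by 0.37 ± 0.094. GstE9 is therefore counted only through the dim probe set. The over-representation was not tested without it and may rest on it. The serpin Spn31A was also among them, with 1.25 ± 0.081. No gene of the haemocyte list, which marks the phagocytes of the blood, was in this group, against 0.0553 expected, and none of 80 cytochrome P450 genes, against 0.341 expected, numbers too low for a count of 0 to show a shortfall. The paper's categories of drug metabolism and of phagocytosis may hold other genes than these lists. In limma, however, 3 of 13 haemocyte genes were higher in middle-aged SR flies on optimal food (7 higher and 2 lower when adjusted over the list alone, median change of 0.42, camera adjusted p = 0.0128, adjusted p = 0.526 with an estimated correlation), such as Hml, a clotting protein (1.27 ± 0.30, adjusted p = 0.0040).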

The upregulated group contained genes involved in glutathione metabolism (*P* = 0.008), drug metabolism by cytochrome P450 (*P* = 0.02) and in phagocytosis (*P* = 0.01) indicating that a part of stress responses was activated in SR flies independently of diet and age. As before, for downregulated genes in SR flies, no significant functional categories could be identified.

### Candidate markers of ageing and candidate genes for lifespan extension

Genes that show age-related changes in expression and are unaffected by diet can be considered candidate markers of ageing. To identify them, we extracted genes with age-associated expression patterns for C flies similar on optimal and overfeeding diets. Since, under malnutrition conditions, as noted above, transcription patterns were dominated by stress responses, we did not include these measurements. For *P* < 0.01, the analysis revealed 266 candidate marker genes (Additional file 8), out of which 255 were upregulated with age. 

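At an unadjusted p under 0.01 on both optimal food and overfeeding, 612 probe sets were higher and 119 lower in old C flies, standing for 527 and 108 named genes. Independent lists would share 76.6 and 38.1. The median change of the higher ones was 0.91 on optimal food and 0.78 on overfeeding in C flies, and 0.13 and 0.48 in SR flies. All 255 higher and 11 lower probe sets of the paper's table were among them. GstE3, a glutathione S-transferase, rose by 1.24 ± 0.22 on optimal food and 1.29 ± 0.23 on overfeeding (adjusted p = 0.00016 and 0.00249 from limma, and 0.0528 without C overfeeding old replicate 3 on overfeeding). The line by age interaction on optimal food passed for 148 of the higher probe sets. The number in both directions was 455 without C overfeeding middle-aged replicate 3 and 298 without C overfeeding old replicate 3, and 2159 with array weights, 54 at an adjusted p under 0.01 and 175 with the germline mean as a covariate.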

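Oxidative stress, muscle and immune signalling genes were over-represented among the candidates that rose in old C flies on both foods. They held 8 of 35 immune recognition and signalling genes against 1.54 expected (Fisher's exact test, adjusted p = 0.00104): Irc, PGRP-LA, Rel, Tep3, Tep4, Tsf3, pirk and vir-1. Tsf3, a transferrin, rose by 0.47 ± 0.14 on optimal food (adjusted p = 0.0104 from limma, and 0.0783 without C optimal old replicate 3 and 0.162 with arrays centred on the neuron list). AttC rose by 2.05 ± 0.54 on overfeeding (adjusted p = 0.0453, and 0.0754, 0.128 and 0.128 without C overfeeding middle-aged replicates 1, 2 and 3 in turn, 0.0929, 0.14 and 0.216 without C overfeeding old replicates 1, 2 and 3 in turn and 0.0964 with arrays centred on the neuron list). The candidates also held 13 of 33 genes of oxidative stress and damage against 1.45 expected (Fisher's exact test, adjusted p = 9.66e-09), 7 of 29 serpins against 1.28 expected (Fisher's exact test, adjusted p = 0.00156), 11 of 31 muscle genes against 1.36 expected (Fisher's exact test, adjusted p = 5.17e-07) and 3 of 6 imaginal disc growth factors against 0.264 expected (Fisher's exact test, adjusted p = 0.00832). Of the other stress lists they held 9 of 80 cytochrome P450 genes against 3.52 expected (Fisher's exact test, adjusted p = 0.0351) and 6 of 34 glutathione S-transferases against 1.5 expected (Fisher's exact test, adjusted p = 0.0157). They held 1 of 17 antimicrobial peptide genes against 0.748 expected (Fisher's exact test, adjusted p = 0.959) and 2 of 30 trypsins and chymotrypsins against 1.32 expected (Fisher's exact test, adjusted p = 0.808), which were not over-represented, and the peptide list leaves out AttA and AttC, the second of which is among the candidates. Fisher's exact test takes genes as independent, so its p-values are too small where genes of a list move together between arrays. PGRP-SC1 was not analysed here.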

The categories enriched in this group included response to bacteria (*P* < 0.0001) with representing genes *pirk, PGRP-SA, PGRP-SC1, Tsf3, TepIII, TepIV, AttC*, proteolysis (*P* < 0.009) and imaginal disk development (*P* = 0.0006). Markers of ageing are predicted to show age-related transcriptional responses regardless of genotype. Therefore, in our more conservative approach, we considered the subset of candidate markers that show similar responses across the diets and, at the same time, also across the *Drosophila* variants. The analysis revealed a small group of 21 genes fulfilling these criteria (Additional file 9). 

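At an unadjusted p under 0.01 in C and SR flies on both foods, 65 probe sets were higher and 2 lower in old flies, standing for 53 and 2 named genes. The members named here were chosen after their values were seen. CG13324, of unknown function, was higher in old flies on optimal food and on overfeeding by 2.61 ± 0.27 and 1.06 ± 0.30 in C flies and 1.94 ± 0.27 and 1.81 ± 0.27 in SR flies. In overfed C flies its limma adjusted p was 0.0612. Others that met the criteria were AttC, Nazo, a target of the antiviral STING pathway, Def, pirk, vir-1, the cuticle gene Cpr62Bb, the serpins Spn88Eb and, by a probe set other than its brightest, Spn42Da, and GstD2 and GstD9. The lower pair was GrlHz, a gustatory receptor-like gene, and Fib, the fibrillarin of the nucleolus. GrlHz had changes of -0.43 ± 0.12 and -0.34 ± 0.12 in C flies. All 21 probe sets of the paper's table were among the higher ones. Their median change over the whole group was 1.45 and 0.99 in C flies and 0.90 and 1.19 in SR flies. The count in both directions was 43 without C overfeeding old replicate 3, and 125 with array weights and 3 at an adjusted p under 0.01.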

All the genes were upregulated with age, 11 were annotated and included four genes involved in immune response: *PGRP-SA, vir-1, AttC and pirk.*

Genes that show age-dependent expression in C flies, but not in SR flies are predicted to be the candidate markers of healthy or delayed ageing. We identified those genes using the additional criterion of consistent patterns across the optimal and overfeeding diets. 

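Genes that rose with age in C flies on both foods (adjusted p under 0.05, limma) and had an unadjusted p of 0.05 or more in SR flies on both foods numbered 41, from 46 probe sets. Those named here were chosen after their values were seen. Msp300, a nesprin of muscle nuclei, rose in C flies by 1.09 ± 0.21 and 1.05 ± 0.23 on optimal food and overfeeding, and in SR flies its changes were -0.33 ± 0.21 and -0.12 ± 0.21. Its adjusted p on overfeeding in C flies was 0.0783 without C overfeeding middle-aged replicate 3 and 0.054 and 0.229 without C overfeeding old replicates 2 and 3 in turn. This is 1 of 6 probe sets of Msp300, and none of the others passed in C flies, the brightest with 0.52 ± 0.33 and 0.84 ± 0.36 (adjusted p = 0.286 and 0.249). Kr-h1, a transcription factor that responds to juvenile hormone, rose in C flies by 1.39 ± 0.26 and 1.26 ± 0.28, with an adjusted p on overfeeding of 0.0711 and 0.0785 without C overfeeding middle-aged replicates 2 and 3 in turn and 0.138 and 0.0906 without C overfeeding old replicates 2 and 3 in turn. Others of the group were Apoltp, a lipid transfer particle, and the tumour necrosis factor egr with its receptor wgn. On overfeeding the adjusted p of Apoltp was 0.0513 and 0.0613 without C overfeeding middle-aged replicates 2 and 3 in turn and 0.19 without C overfeeding old replicate 3. That of egr was 0.0594 and 0.134 without C overfeeding middle-aged replicates 2 and 3 in turn and 0.0912 and 0.24 without C overfeeding old replicates 2 and 3 in turn, and that of wgn 0.0656, 0.129 and 0.223 without C overfeeding middle-aged replicates 1, 2 and 3 in turn, 0.0535, 0.173 and 0.307 without C overfeeding old replicates 1, 2 and 3 in turn and 0.067 with the replicate number as a block. A dim probe set of egr did not pass (0.38 ± 0.20, adjusted p = 0.353). Over all 46 probe sets the median change was 0.86 and 1.01 in C flies and -0.068 and 0.18 in SR flies. The line by age interaction on optimal food passed for 18 of them, so for the others a difference between the lines is not shown. With the lower ones the count was 86 without SR overfeeding middle-aged replicate 3, 28, 13, 9 and 123 without C overfeeding middle-aged replicates 1, 2, 3 and 4 in turn and 13 and 3 without C overfeeding old replicates 2 and 3 in turn, and 127 without SR malnutrition old replicate 1, which enters the shared spread only. It was 101 over probe sets with a mean of at least 5, 929 with array weights, 100 with Storey's q-value, 128 with the adjusted p asked to be 0.05 or more in SR flies, 32 with arrays centred on the neuron list and 4 with the germline mean as a covariate, and, chosen after the data were seen, 1300 and 312 at an unadjusted p under 0.05 and 0.01 in C flies.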

There were 57 genes upregulated with age in C flies that showed no changes in SR flies (Additional file 10). 

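The antimicrobial peptide genes Drsl2, AttA and Def rose with age in overfed SR flies. Drsl2 rose by 2.64 ± 0.45 in overfed SR flies (adjusted p = 0.00035 from limma), the change of DptB was 1.64 ± 0.48 (adjusted p = 0.0755, and 0.0232 and 0.0305 without SR overfeeding old replicates 2 and 4 in turn), AttA rose by 2.23 ± 0.51 (adjusted p = 0.011, and 0.118 without SR overfeeding old replicate 1) and Def by 1.56 ± 0.36 (adjusted p = 0.0111, and 0.0718 without SR overfeeding middle-aged replicate 3 and 0.0526 without SR overfeeding old replicate 1). In overfed C flies their changes were 0.31 ± 0.48, 0.59 ± 0.52 and 0.71 ± 0.55 for Drsl2, DptB and AttA (adjusted p = 0.781, 0.584 and 0.538). The serine proteases Ser12 and Jon66Ci were among the genes that rose in C flies on both foods without passing in SR flies. The adjusted p of Ser12 in overfed C flies was 0.0923 and 0.0955 without C overfeeding middle-aged replicates 2 and 3 in turn and 0.113 and 0.10 without C overfeeding old replicates 2 and 3 in turn, and that of Jon66Ci on optimal food 0.0847 without C optimal old replicate 4. Jon66Ci, chosen after its values were seen, changed by 0.51 ± 0.32 and 0.50 ± 0.32 in SR flies on optimal food and overfeeding. That group held 2 of 30 trypsins and chymotrypsins against 0.103 expected (Fisher's exact test, adjusted p = 0.0715).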

Genes involved in proteolysis including six genes encoding serine-type peptidases and genes involved in immune response (*AttA, Def, DptB* and *dro2*) showed the most statistically significant enrichment in this gene list (*P* = 0.019 and *P* = 0.015, respectively). Also, we detected four genes involved in drug metabolism while eight genes encode proteins of unknown functions. 

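Genes that fell with age in C flies on both foods (adjusted p under 0.05, limma) without an unadjusted p under 0.05 in SR flies were CG15263, the chitinase Cht2, CG17698 and CG5068. CG17698 is a kinase gene and CG5068 a methylesterase gene. CG15263 fell by 1.10 ± 0.23 in overfed C flies (adjusted p = 0.0078, and 0.0675 without C overfeeding middle-aged replicate 3 and 0.0935 without C overfeeding old replicate 3), and Cht2 by 0.51 ± 0.19 on optimal food. Leaving out single arrays ended these calls. The adjusted p on optimal food was 0.0952 and 0.0643 without C optimal middle-aged replicates 2 and 4 in turn and 0.0827 and 0.102 without C optimal old replicates 3 and 4 in turn for CG15263, 0.264 without C optimal middle-aged replicate 4 and 0.060, 0.0688 and 0.179 without C optimal old replicates 2, 3 and 4 in turn for Cht2 and 0.062 and 0.0863 without C optimal middle-aged replicates 2 and 4 in turn and 0.139 and 0.0742 without C optimal old replicates 3 and 4 in turn for CG5068. On overfeeding it was 0.116 without C overfeeding middle-aged replicate 3 and 0.0669, 0.0962 and 0.0528 without C overfeeding old replicates 1, 2 and 3 in turn for Cht2, 0.132, 0.144 and 0.0863 without C overfeeding middle-aged replicates 1, 2 and 3 in turn, 0.147 and 0.239 without C overfeeding old replicates 1 and 3 in turn, 0.0601 with the replicate number as a block and 0.0982 with arrays centred on the neuron list for CG17698 and 0.137, 0.103 and 0.138 without C overfeeding middle-aged replicates 1, 2 and 3 in turn, 0.0748, 0.122 and 0.296 without C overfeeding old replicates 1, 2 and 3 in turn, 0.0609 with the replicate number as a block and 0.096 with arrays centred on the neuron list for CG5068. Another probe set of CG17698 fell by 0.79 ± 0.28 on optimal food (adjusted p = 0.0348) and had a change of -0.32 ± 0.31 on overfeeding (adjusted p = 0.617). The medians over the 4 probe sets were -0.48 and -0.67 in C flies and 0.0071 and -0.18 in SR flies. Without C overfeeding old replicate 3 the whole group, with the genes that rose, held 3 probe sets.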

Twenty five genes showed a lower expression in old C flies, but no changes in SR flies (Additional file 10). 

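Pus10, a pseudouridine synthase known as CG3709, fell by 0.54 ± 0.15 in old C flies on optimal food (adjusted p = 0.00765 from limma), and Cap-H2, a subunit of the condensin II complex, by 0.45 ± 0.11 (adjusted p = 0.00469). On overfeeding their changes in C flies were -0.58 ± 0.16 and -0.44 ± 0.12 (adjusted p = 0.0601 and 0.0544). Pus10 had an adjusted p of 0.0437 with arrays centred on the neuron list, and Cap-H2 of 0.0289 without C overfeeding middle-aged replicate 4. CG11837, an rRNA dimethyltransferase, fell by 0.45 ± 0.14 on optimal food (adjusted p = 0.0132, and 0.0557 without C optimal middle-aged replicate 4 and 0.0662 and 0.0986 without C optimal old replicates 3 and 4 in turn).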

Candidates with this pattern of expression are involved in RNA processing and chromosome organization (CG11837, *C12.1*, CG3709 and *Cap-H2*) and proteolysis (two genes with metaloendopeptidase activity and one gene with serine-type peptidase). 

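TFAM, which packages and transcribes mitochondrial DNA, changed by -0.35 ± 0.092 in overfed C flies (adjusted p = 0.0457 from limma, and 0.116, 0.0628 and 0.159 without C overfeeding middle-aged replicates 1, 2 and 3 in turn, 0.265 and 0.207 without C overfeeding old replicates 2 and 3 in turn, 0.0635 with the replicate number as a block and 0.118 with arrays centred on the neuron list). ND-B8, the complex I subunit known as CG15434, fell by 0.44 ± 0.16 on optimal food (adjusted p = 0.0368, and 0.079, 0.0608, 0.0725 and 0.0531 without C optimal middle-aged replicates 1, 2, 3 and 4 in turn and 0.059, 0.0853 and 0.109 without C optimal old replicates 1, 3 and 4 in turn), and on overfeeding it changed by -0.71 ± 0.17 (adjusted p = 0.0283, and 0.101 without C overfeeding middle-aged replicate 2 and 0.113 and 0.26 without C overfeeding old replicates 2 and 3 in turn). In overfed SR flies TFAM changed by -0.18 ± 0.085 (adjusted p = 0.438) and ND-B8 by -0.62 ± 0.16 (adjusted p = 0.0294). The call of ND-B8 in overfed SR flies was lost without any 1 of the 7 arrays of the group other than SR overfeeding middle-aged replicate 4 (adjusted p from 0.0531 to 0.154).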

Finally, we detected two genes of which products are active in mitochondria including mitochondrial transcription factor (*TFAM*) and CG15434, gene involved in oxidative phosphorylation.

## Discussion

The main objective of our study was to identify the mechanisms underlying lifespan extension in SR *Drosophila*. We used age-dependent gene expression of C flies under optimal food as a reference for interpretation of genetic and environmental effects on transcription. Along with providing a suitable reference, the results on C flies contribute to the understanding of the processes associated with late stages of normal ageing. This is a valuable aspect of this study, as most of the previous *Drosophila* research focused on expression changes occurring in early adulthood (but see [38]).

We found that age-dependent expression in C flies involved many processes already known to be associated with ageing. Nearly all functional categories upregulated with age in these flies including response to bacteria, innate immunity, proteolysis and drug metabolism have been previously indicated in other *Drosophila* transcriptomic analyses [15,31,39]. Our finding that genes related to reproduction decrease transcript abundances with age corresponds with earlier observations in *Drosophila*[1,15]. Finally, a downregulation of genes associated with cell cycle, DNA and RNA metabolism and transcription in old C flies resembles declines in these gene categories in other model species [40,41]. A relatively high similarity of our findings on late ageing and those on early ageing published previously suggests that most of the age-associated processes exert their effects during the whole adult stage. The only significant exception from this pattern concerns the genes involved in energy metabolism including glycolysis, tricarboxylic acid cycle, oxidative phosphorylation and electron transport. 

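Most genes of energy metabolism did not pass between middle-aged and old C flies on optimal food. Of 70 subunits of oxidative phosphorylation 8 rose, 2 fell and 60 did not pass (1 higher when adjusted over the list alone, median change of 0.12 (-0.095 with arrays centred on the neuron list), camera adjusted p = 0.000348, adjusted p = 0.38 with an estimated correlation, and 0.411 with arrays centred on the neuron list). Of 18 genes of the citrate cycle and glycolysis 1 rose (0 lower when adjusted over the list alone, median change of 0.046 (-0.17 with arrays centred on the neuron list), camera adjusted p = 0.362). The oxidase subunit cype rose by 0.29 ± 0.072 (adjusted p = 0.00393 from limma, and 0.566 with arrays centred on the neuron list). In old SR flies the oxidative phosphorylation list had 0 higher and 4 lower genes at an unadjusted p under 0.05 and a median change of -0.057 (0.033 with arrays centred on the neuron list).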

While a repression of oxidative metabolism genes is considered one of the most prevalent molecular features of ageing [1,20,31,42], we found no indication of changes in this gene class. This discrepancy is related to the fact that a sharp decrease in expression of the energy metabolism genes occurs in young adults [20,39] and late ageing is not characterized by their further downregulation.

Long-lived SR flies strikingly differed from C flies in their age-dependent expression. The first major difference between the lines concerns the number of genes differentially expressed with age: a vast majority of the changes associated with age in C flies were abrogated in SR flies. Such large discrepancy could potentially relate to confounding factors associated with experimental procedures rather than biology. However, the experiment-wise analyses of variation patterns in gene expression and the frequency of present and absent calls supported a biological origin of the differences (Figure S2 in Additional file 11).

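The spread between replicate pools was of similar size in both lines on optimal food. Pooled over probe sets the SD of log2 values was 0.225 in SR and 0.248 in C flies. By group it was 0.20 in middle-aged and 0.288 in old C flies, and 0.243 and 0.204 in SR flies (n = 4 each). The widest groups were old SR flies on malnutrition, at 0.288, and old C flies on optimal food.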

Not only the magnitude of age-dependent expression changes was much lower in SR flies, also the functional groups were affected differently by age in both lines indicating that selection has strongly influenced the transcriptional ageing phenotype. The comparison of the age-dependent expression between the lines together with the analysis of co-expressed genes showing a significant line × age interaction indicated that the processes related to reproduction and stress response showed the most divergent expression patterns between the lines. We chose for a broad interpretation of processes involved in reproduction- and stress-related responses. We consider the changes in GO terms related to cell cycle, mitosis, meiosis, replication, DNA and RNA metabolism, transcription and ribosome biogenesis as linked with reproductive activities. That is based on the observation that *Drosophila* is primarily a post-mitotic organism and cell divisions occur predominantly in relation to reproduction. Although *Drosophila* mid-gut is maintained by the proliferation of stem cells, our GSEA with reproduction-related gene set based on an independent manipulative experiment [43] supports the main relation of cell division with reproduction activities. In a similar manner, we include immune response and response to bacteria to general stress-related responses. This interpretation follows the observation that many components of immune pathways are activated by abiotic stresses [44] and that upregulation of immune responses occurs in ageing *Drosophila* under sterile conditions, thus with no exposure to pathogens [38]. Also in the case of stress-related genes, our reasoning is supported by the result of the GSEA, where a stress-related gene set was created based on an independent data set [44].

We showed that genes involved in stress responses were generally higher expressed in SR flies and were characterized by smaller increases in expression with age as compared with those in C flies. Elevation in expression of this class of genes has been reported in many organisms whose lifespan was extended as a result of a mutation or caloric restriction [1,39,45-47], and has been proposed as one of the general mechanisms underlying lifespan extension [45,48]. We demonstrated that expression of reproduction-related genes was lower in SR than in C flies in the middle-age class and that it either increased with age or remained at a similar level, while showing a sharp decrease in C flies. These results follow the expectations driven from the studies at the phenotypic level, where extended lifespan is often associated with reduced or delayed fecundity (e.g. [12,49]). Also, our observations are generally in line with other gene expression studies, where lower expression levels of reproduction or cell-cycle genes were found in relation to longer lifespan ([1,45,50,51], but see [38]). The accumulating evidence from the expression studies of long-lived mutants and dietary restricted animals suggests that these alterations can have a causative role in ageing. It is also supported by the findings that experimentally limited protein synthesis leads to an increased lifespan in *C. elegans* and *Saccharomyces cerevisiae*[52]. Overall, the lower influence of age on expression levels of these two gene classes observed in SR flies resembles the patterns recorded in DR organisms and long-lived lines [1,38]. This similarity suggests that abrogation of the age-dependent expression belongs to the common mechanisms underlying lifespan extension and that natural genetic variation in lifespan present in natural populations is likely to be associated with a different magnitude of age-related expression.

Figure 6 summarizes these observations and proposes a model of general age-dependent expression changes associated with life extension at the whole-body level. The model focuses on processes rather than specific pathways and genes. This follows the reasoning that differences in the ageing trajectory are associated with the changes at the process or function level conserved across taxa, and that similar effects on a process are likely to be achieved by the alterations in different pathways and/or genes [45]. The model visualizes how expected differences between the long-lived and normal-lived lines depend on the actual age of individuals. It also indicates that the interpretation of expression experiments will largely improve if multiple age classes are included and the determination of line × age interaction is possible. This type of data will ultimately contribute to establishing the generality of the patterns proposed in our model.

**Figure 6:**
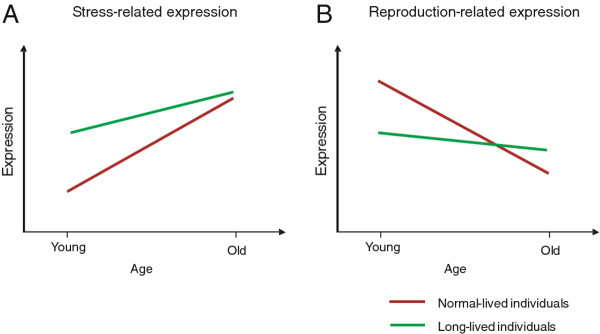
**Model of gene expression patterns associated with extended longevity.** Age-related gene expression of C and SR flies for (**A**) stress- and (**B**) reproduction-related genes. The expression pattern associated with normal ageing typically involves a strong upregulation of genes involved in stress responses. This reflects an activation of repair mechanisms counteracting the cellular damage associated with ageing. In long-lived individuals, genes involved in stress response and repair show generally a higher expression. The difference in expression is higher at younger age classes, as the normal-lived individuals upregulate those genes stronger with age. Another typical characteristic of age-dependent expression in normally-ageing individuals is a strong decline in genes involved in reproduction, which reflects ceasing reproductive activity at older age. Individuals with extended lifespan often show lower expression levels of those genes at younger age classes as compared to normal-lived controls, but their expression is maintained longer at relatively high levels. While the model generally reflects the existing expression data, some studies detected different patterns. For example, Sarup et al. [38] reported that the males of the lines selected for reproductive longevity showed on average higher expression of genes involved in cell cycle and biogenesis (reproduction-related genes) and a lower expression of the genes involved in immune functions (stress related genes). The proposed model might be more representative for females, where the reproductive activity is more directly reflected in gene expression. Also, the model is likely to refer to the expression patterns observed at the whole body level better than to those observed in specific tissues.

Next to the analysis of age-related expression in SR and C lines, we also present the results on age-independent differences between those lines. This analysis indicated that glutathione metabolism and cytochrome P450 were consistently upregulated in SR flies of both ages across all food levels. Glutathione and cytochrome P450 are involved in drug metabolism, detoxification and antioxidant responses, and their upregulation in flies with extended lifespan has been indicated as a result of DR [39] and other manipulations [48]. Sørensen et al. [51] also compared *Drosophila* selected for starvation resistance and for longevity with the corresponding controls. The analysis addressed age-independent differences among the selective regimes using multiple replicate lines per treatment. It showed that the selected lines (both regimes) downregulated genes involved in transcription, metabolism if nucleic molecules, spliceosome and glycolysis. These findings partially correspond to our results suggesting a general reduction of growth or cell division related processes in long-lived natural *Drosophila* variants. Recently, a reduced protein synthesis and an increased expression of glutathione in DR *Drosophila* have been linked by the trans-sulfuration pathway [53]. Higher lipid stores seem to be a common mechanism underlying increased SR [54] and changes in lipid metabolism have been indicated in genome-wide expression studies in long-lived mutants [55]. Our results have not indicated any major difference between the SR and C lines in this respect. These findings are in line with other studies on the natural variation in *Drosophila* lifespan, which did not indicate the changes in lipid metabolism at the level of gene expression [38,51,56].

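On optimal food, of 33 genes of lipid metabolism 6 were higher and 3 lower in middle-aged SR flies (8 higher and 4 lower when adjusted over the list alone, median change of 0.14 (-0.22 with arrays centred on the neuron list), camera adjusted p = 0.202). AkhR, the receptor of adipokinetic hormone, which mobilises fat, was higher by 1.06 ± 0.29 (adjusted p = 0.0104 from limma), and the lipase Lip4 by 0.85 ± 0.24 (adjusted p = 0.012). In old flies 2 were lower and 31 did not pass (3 lower when adjusted over the list alone, median change of -0.081, camera adjusted p = 0.0418, adjusted p = 0.733 with an estimated correlation, and 0.0515, 0.084 and 0.0898 without SR optimal old replicates 1, 3 and 4 in turn, 0.0672 without C optimal old replicate 2, 0.148 over all probe sets of each gene and 0.063 with arrays centred on the neuron list). The insulin and TOR list had 2 higher and 0 lower of 15 genes in middle-aged flies (2 higher when adjusted over the list alone, median change of 0.17 (-0.19 with arrays centred on the neuron list), camera adjusted p = 0.0846).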

Among the candidate markers of ageing identified in this study, genes involved in immune response showed the highest statistical significance. Genes involved in this gene category are likely candidates as they show strong age-related responses, which are consistent across *Drosophila* studies. For example, Pletcher et al. [39] also identified this class of genes as candidate markers of ageing and the comparison of our candidate markers with those obtained in the study by Sarup et al. [38] resulted in two overlapping genes: *pirk* and CG3036, out of which the first is involved in immune response. While the genes encoding imaginal disc growth factors have been identified as candidate markers of ageing [39], it is difficult to interpret their changes of expression in relation to ageing. They have been shown to interact with the insulin pathway to control growth and could possibly indicate the involvement of the c-Jun-N-terminal kinase (JNK) pathway [15].

Candidate markers of healthy ageing or extended longevity include genes belonging to the categories showing most divergent age-related expression between the *Drosophila* lines. This group of candidates was similar to those reported for DR flies [39], as both studies indicated genes encoding serine proteases and immune related genes. There is growing evidence that the molecular pathways underlying immune responses and lifespan are interlinked and it has been hypothesized that the immune system plays a major role in ageing and lifespan determination [57]. For example, long-lived *C. elegans* and *Drosophila* mutants were shown to have an improved tolerance to bacterial pathogens [58,59]. On the other hand, DR was not found to influence pathogen resistance, despite showing a significant effect on many immunity-related genes [59]. The strong effects on genes involved in immunity detected in this study, generally support an important role of immune system in lifespan determination. Finally, in the group of candidate markers of healthy ageing, we also detected two genes likely to be involved in energy metabolism. This is an interesting finding as the analyses performed separately for both lines and three diets did not indicate mitochondrial genes as an important group in age-associated gene expression changes.

While the main goal of this study was to identify the mechanisms underlying lifespan extension in SR *Drosophila,* it needs to be noted that the effects of selection for starvation resistance not always relate exclusively to longevity. Previous work indicated that this type of selection usually leads not only to SR and extended lifespan, but also to a lower fecundity, longer developmental time and a larger adult body mass [60]. Some studies suggest also that some processes affect SR and longevity independently or even antagonistically [61,62]. In general, lifespan extension whether acquired through a laboratory selection or a mutation, is likely to involve pleiotropic effects. Ultimately, understanding of life-history traits will require disentangling mechanistic relationships between those effects in the future studies.

In our experimental setup, the flies on the optimal food had the longest lifespan. Since in other studies, flies under DR display a maximum lifespan compared to other food levels, one may wonder whether the optimal food used in our study is not equivalent of DR treatment. Normally, DR involves restricting food by 30-40% in respect to the standard culturing conditions. In case of our experiment, optimal food is twice as concentrated as the standard medium used for culturing of C lines and the fly stock before the selection experiment. Thus, the optimal food treatment in this microarray experiment and DR treatment cannot be treated as each others’ equivalents. It needs to be noted that both C and SR lines showed a longer lifespan on the 2x medium (optimal food) than on the 0.5x, 1x, 2x, and 5x media (results on the1x medium are not shown). This suggests that, while selection resulted in a shift of the reaction norm elevation, the optimal diet remained similar in both lines.

We identified substantial effects of diet on age-related expression. Transcript patterns across different food levels could be considered as phenotypic reaction norms across environmental gradients. Following evolutionary interpretation of the changes in SR flies, the optimal performance of starvation adapted SR flies is expected to be shifted towards lower food levels and their age-related gene expression under malnutrition is predicted to resemble those of C flies under optimal food. At the same time, SR flies under control food should resemble overfed C flies. Our results did not follow these patterns. Therefore, adaptation to starvation and extended lifespan in SR flies are not associated with a shift of transcriptional reaction norm according to these evolutionary predictions. The clustering results of the heat map (Figure 5C) were more influenced by the *number* of age-related changes rather than their *character*. Consequently, the age-related patterns for C and SR flies under malnutrition characterized by a low number of changes due to the overruling stress-related expression appeared similar to ageing of SR flies under optimal food, where the age-associated changes were abrogated as a result of selection. In general, our analysis showed that diet effects were stronger compared to genetic effects (*Drosophila* variant). This large impact on age-associated transcript patterns was, however, mainly a consequence of a very divergent malnutrition treatment. 

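On overfeeding old C flies had lower values of antimicrobial peptide genes than on optimal food. Old age was set by survival, and the paper reports a shorter lifespan on overfeeding. Overfed old flies were therefore likely fewer days old, and effects of diet and of days of age are not separated here. DptB, a diptericin, was lower by 3.92 ± 0.52 (adjusted p = 2.32e-05 from limma), AttD, an attacin, by 3.35 ± 0.55 (adjusted p = 0.000459) and Def, a defensin, by 2.41 ± 0.39 (adjusted p = 0.000378). Of 17 antimicrobial peptide genes on the list, which leaves out AttA and AttC, 6 fell (11 lower when adjusted over the list alone, median change of -0.83, camera adjusted p = 2.12e-11, adjusted p = 0.00855 with an estimated correlation), and of 52 genes of the whole immune list 9 (1 higher and 20 lower when adjusted over the list alone, median change of -0.36, camera adjusted p = 1.03e-10, adjusted p = 0.00855 with an estimated correlation). Npc2e, of a family of sterol-binding proteins, fell by 3.53 ± 0.48 (adjusted p = 2.48e-05). In all 165 probe sets differed between overfed and optimally fed old C flies, 24 higher and 141 lower on overfeeding. The count was 519 and 46 without C optimal old replicates 2 and 3 in turn and 60, 73 and 83 without C overfeeding old replicates 1, 2 and 3 in turn, 675 without SR malnutrition old replicate 1, which enters the shared spread only, and 8 in a model of the compared arrays alone, 937 with array weights, 264 with Storey's q-value and 55 with the germline mean as a covariate. In middle-aged C flies 2 probe sets differed (0 in a model of the compared arrays alone, 1 over probe sets with a mean of at least 5, 24 with array weights, 1 with arrays centred on the neuron list and 9 with the germline mean as a covariate), and 1195 had an unadjusted p under 0.05. They stood for CG12998, which was higher on overfeeding by 1.14 ± 0.15 (adjusted p = 4.86e-05), and the metallothionein MtnA, which fell by 0.68 ± 0.10 (adjusted p = 0.000808, and 0.247 with arrays centred on the neuron list). On average the neuron genes changed by -0.19 in middle-aged and -0.15 in old C flies.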

Under higher food levels, the genetic and food effects were of a comparable magnitude (Figure 5C).

## Conclusions

Genome-wide analysis of long-lived *Drosophila* has provided insight into transcriptional changes associated with lifespan extension due to a natural genetic component. Our results indicated substantial changes in age-dependent expression of genes involved in reproduction and stress responses in SR flies. The direction and character of the changes resembled those observed in DR organisms and long-lived mutants suggesting common general mechanisms of lifespan determination at the process level. The analysis of diet-independent differences between the long- and normal-lived *Drosophila* allowed us to identify candidate markers of ageing and healthy ageing (extended lifespan). Additionally, our extensive experimental set-up enabled us to assess the contributions of environmental and genetic factors to age-dependent expression and establish the links between ageing and diet in determining transcriptional patterns. Overall, our results contribute to the understanding of the mechanisms underlying natural variation in lifespan and ageing rate.

## Methods

### Drosophila lines and microarray experiment

Previously, our laboratory has selected four lines for increased starvation resistance (SR) and maintained two control lines (C) in a 20 generation experiment [28]. We chose a single replicate line of each selection regime to perform the microarray experiment. The chosen SR line showed not only elevated resistance to starvation but also a consistent increase in lifespan across three diets in comparison with the C lines (Figure 1). Both, the median and maximum lifespan increased, strongly suggesting a delay in the ageing process. Since the lines diverged as a result of selection acting predominantly on standing genetic variation of the ancestor population, they both constitute natural *Drosophila* variants.

For the microarray experiment, the larvae were raised in vials (100 individuals per vial) with standard medium at 25°C and 60% humidity and sexed within eight hours post-eclosion. Adult virgin females were placed in vials (five individuals per vial) with media where yeast and sugar content was manipulated to obtain diet treatments representing malnutrition, optimal food and overfeeding (in total, 600 females per line and food level). We used three levels of adult nutrition that were predicted to induce different life-history phenotypes, but not to cause extreme stress [28] (optimal food – maximum lifespan, malnutrition and overfeeding exerted negative lifespan effects; Figure 1). The concentrations of yeast and sugar were relative to those of the standard medium (20 g agar, 9 g kalmus, 10 ml nipagin, 50 g saccharose and 35 g of granulated yeast per litre water). We used 0.5x concentration for the malnutrition, 2x for optimal food and 5x for the overfeeding treatments. The malnutrition treatment caused substantially less severe stress than the starvation treatment used during the selection experiment.

The flies were transferred to the vials with fresh medium every week. The survival was monitored for all line-diet combinations. We collected the middle-aged flies and old flies after 10% and 90% of the cohort died, respectively. For each treatment, four replicate samples were collected, each composed of five whole females snap-frozen in liquid nitrogen. This approach was chosen to minimise the possible bias due to the stochastic effects of late ageing. We extracted whole-body RNA from 48 samples (2 lines × 3 diets × 2 age classes × 4 replicates) using the NucleoSpin RNA II kit (Macherey & Nagel). The following steps including sample amplification, biotin labelling using the Ambion standard protocols, hybridization on Affymetrix Drosophila 2.0 GeneChip and readouts were performed by ServiceXS [http://www.servicexs.com].

### Data processing and analysis

We performed a set of quality control checks, i.e. visual inspection of the scans, RNA degradation analysis, examining the consistency among the replicated samples by principal component (PC) analysis, testing against criteria for signal to noise ratios and MA plot inspection. Two arrays of unsatisfactory quality were excluded from the further analysis. The probe level data of the remaining 46 arrays was summarized using the robust multi-array average (RMA) algorithm [63]. The data quality check and the subsequent analyses were performed using R (version 2.7.0) and Bioconductor [64].

Significant differences in expression were determined using ANOVA with MAANOVA package [65]. The permutation-based Empirical Beyes test (2000 random permutations) was used for hypothesis testing . To account for multiple testing, *p* values were adjusted to represent a false discovery rate (FDR) of 5% [66]. Seven contrast analyses were performed to detect differential gene expression. (i) test to determine general effects of experimental treatments including diet, age and line, (ii) test to identify the differences between the old and middle-aged C flies on optimal diet representing their age-dependent expression, (iii) test to detect the differences between old and middle-aged SR flies on optimal diet representing their age-dependent expression, (iv) test to find differences between middle-aged C and SR flies on optimal diet, (v) test to determine differences between old C and SR flies on optimal diet, (vi) test to identify differences in age-related expression between C and SR flies on optimal diet (age × line interaction tested), (vii) test to determine age-independent differences between old C and SR flies on three diets. Each analysis thus implemented a different contrast or a set of contrasts to focus on the influence of specific factors (or factor combinations) on transcript abundance.

Clustering of the expression patterns of the genes showing a significant age × line interaction (*P* < 0.05, FDR < 0.05) was performed using K-means algorithm (K = 12, Euclidian distance). In order to normalize the expression levels across the samples, the probe set intensities were Z score transformed prior to the K-means analysis.

We combined the information on differentially expressed genes and the Gene Ontology (GO) to relate the changes to biological processes, molecular function and cellular component. The functional annotation and GO term enrichment were analyzed using Expression Analysis Systematic Explorer (EASE) implemented in DAVID 6.7 [35,36]. The biological interpretation of the results of contrast analyses was performed based on the following steps: Genes showing a significantly different expression (*P* < 0.05, FDR < 0.05) in the contrast analyses were subjected to gene enrichment analysis in DAVID. For each contrast, the genes were divided into up- and downregulated classes and submitted for functional annotation chart and clustering analyses. While the first of the analyses presents similar annotation categories repeatedly, the second one is grouping similar categories reducing the redundancy of the GO terms. The options for the functional annotation clustering were as follows: similarity term overlap: 4, initial group membership: 4, similarity threshold: 0.5, Final group membership: 4 and multiple linkage threshold: 0.5. For the age-dependent expression in C and SR flies, we report functional categories showing enrichment score > 3.0.

### Gene set enrichment analysis for reproduction- and stress- related gene sets

For the comparison between SR and C flies at middle- and old age classes, all genes were ranked according to their t statistic value from the contrast analyses. Reproduction-associated gene set was constructed based on two pair-wise comparisons presented in the study of Parisi et al. [43]: i) between the expression in ovaries versus expression in female body without gonads and ii) between the expression in ovaries versus the expression in ‘tud’ females (females without gonads as a result of a genetic manipulation). We derived a common set of upregulated genes (fold change > 2) as those whose activation is related to reproductive functions. The stress-related gene set was constructed using data from Girardot et al. [44] who exposed *Drosophila* to paraquat and H_2_O_2_, two oxidative stressors, and tunicamycin which induces endoplasmic reticulum stress. Genes showing a significant upregulation (*P* < 0.05) in any of these stress treatments in comparison to the control treatment were selected. Only the genes that showed consistent direction of the expression change across the stress treatments were included. After the step of the gene symbol conversion performed in **FlyBase**http://flybase.org/ and subsequent exclusion of the genes with no existing record in **FlyBase**, redrawn genes and genes with multiple gene symbols, we obtained the sets of 203 and 478 genes, for the reproduction- and stress-related genes respectively.

### Data deposition

The data presented in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE36582. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE36582.

## Abbreviations

C, Control, normal-lived Drosophila; SR, Starvation resistant, long-lived Drosophila; IIS, Insulin/insulin-like growth factor-1 signalling pathway; DR, Dietary restriction; CR, Caloric restriction; MAANOVA, R/Microarray analysis of variance; DEG, Differentially expressed genes; GO, Gene ontology; GSEA, Gene set enrichment analysis; PC, Principal component; JNK, c-Jun-n-terminal kinase; RMA, Robust multi-array average; FDR, False discovery rate; EASE, Expression analysis systematic explorer.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AD analyzed the results, carried out bioinformatic analyses and wrote the paper; MJJ carried out bioinformatic analyses and provided critical discussions; NP performed the microarray experiment and collected data; TMB provided critical discussions; BJZ initiated the study, designed the experiment and wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Table presenting GO terms associated with genes downregulated with age for C flies on optimal diet. Click here for file

Additional file 2 Table presenting GO terms associated with genes upregulated with age for C flies on optimal diet. Click here for file

Additional file 3 Table presenting GO terms associated with genes downregulated with age for SR flies on optimal diet. Click here for file

Additional file 4 Table presenting GO terms associated with genes upregulated with age for SR flies on optimal diet. Click here for file

Additional file 5 Table presenting GO terms associated with genes upregulated at malnutrition by middle-aged C flies. Click here for file

Additional file 6 Table presenting GO terms associated with genes upregulated at malnutrition by old C flies. Click here for file

Additional file 7 Figure showing age-independent differences between C and SR flies. Click here for file

Additional file 8 Table presenting candidate markers of ageing. Click here for file

Additional file 9 Table presenting candidate markers of ageing (conservative selection). Click here for file

Additional file 10 Table presenting candidate markers of healthy ageing (extended longevity). Click here for file

Additional file 11 Figure showing the patterns of variation in gene expression across all combined treatments (experimental groups). Click here for file

# Supplementary material for: Transcriptome analysis of a long-lived natural Drosophila variant: a prominent role of stress- and reproduction-genes in lifespan extension
**Source:** BMC Genomics. 2012 May 4;13:167. doi: 10.1186/1471-2164-13-167
**Supplement:** Additional file 7 — Figure showing age-independent differences between C and SR flies.

Figure S1

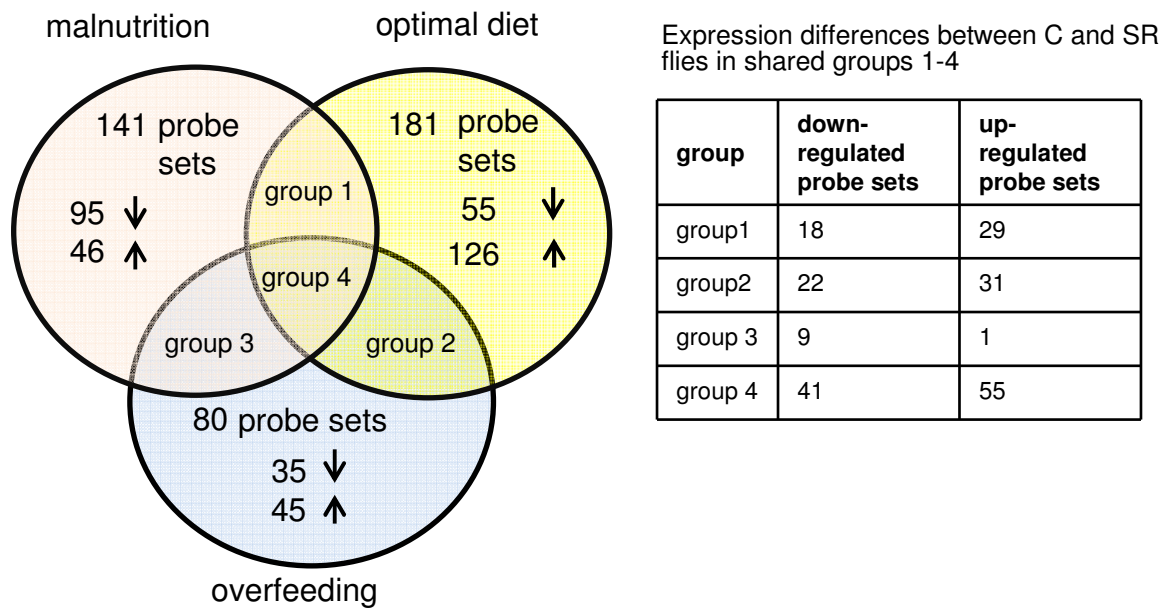

Figure S1. Age-independent differences between SR and C lines.

Venn diagram representing probe sets with differential expression between the *Drosophila* lines independent of age. Numbers of differentially expressed probe sets are presented for three different diets. The table next to the diagram displays the numbers of probe sets overlapping in specific treatments. Different treatment combinations are indicated as groups.

# Supplementary material for: Transcriptome analysis of a long-lived natural Drosophila variant: a prominent role of stress- and reproduction-genes in lifespan extension
**Source:** BMC Genomics. 2012 May 4;13:167. doi: 10.1186/1471-2164-13-167
**Supplement:** Additional file 11 — Figure showing the patterns of variation in gene expression across all combined treatments (experimental groups).

Figure S2

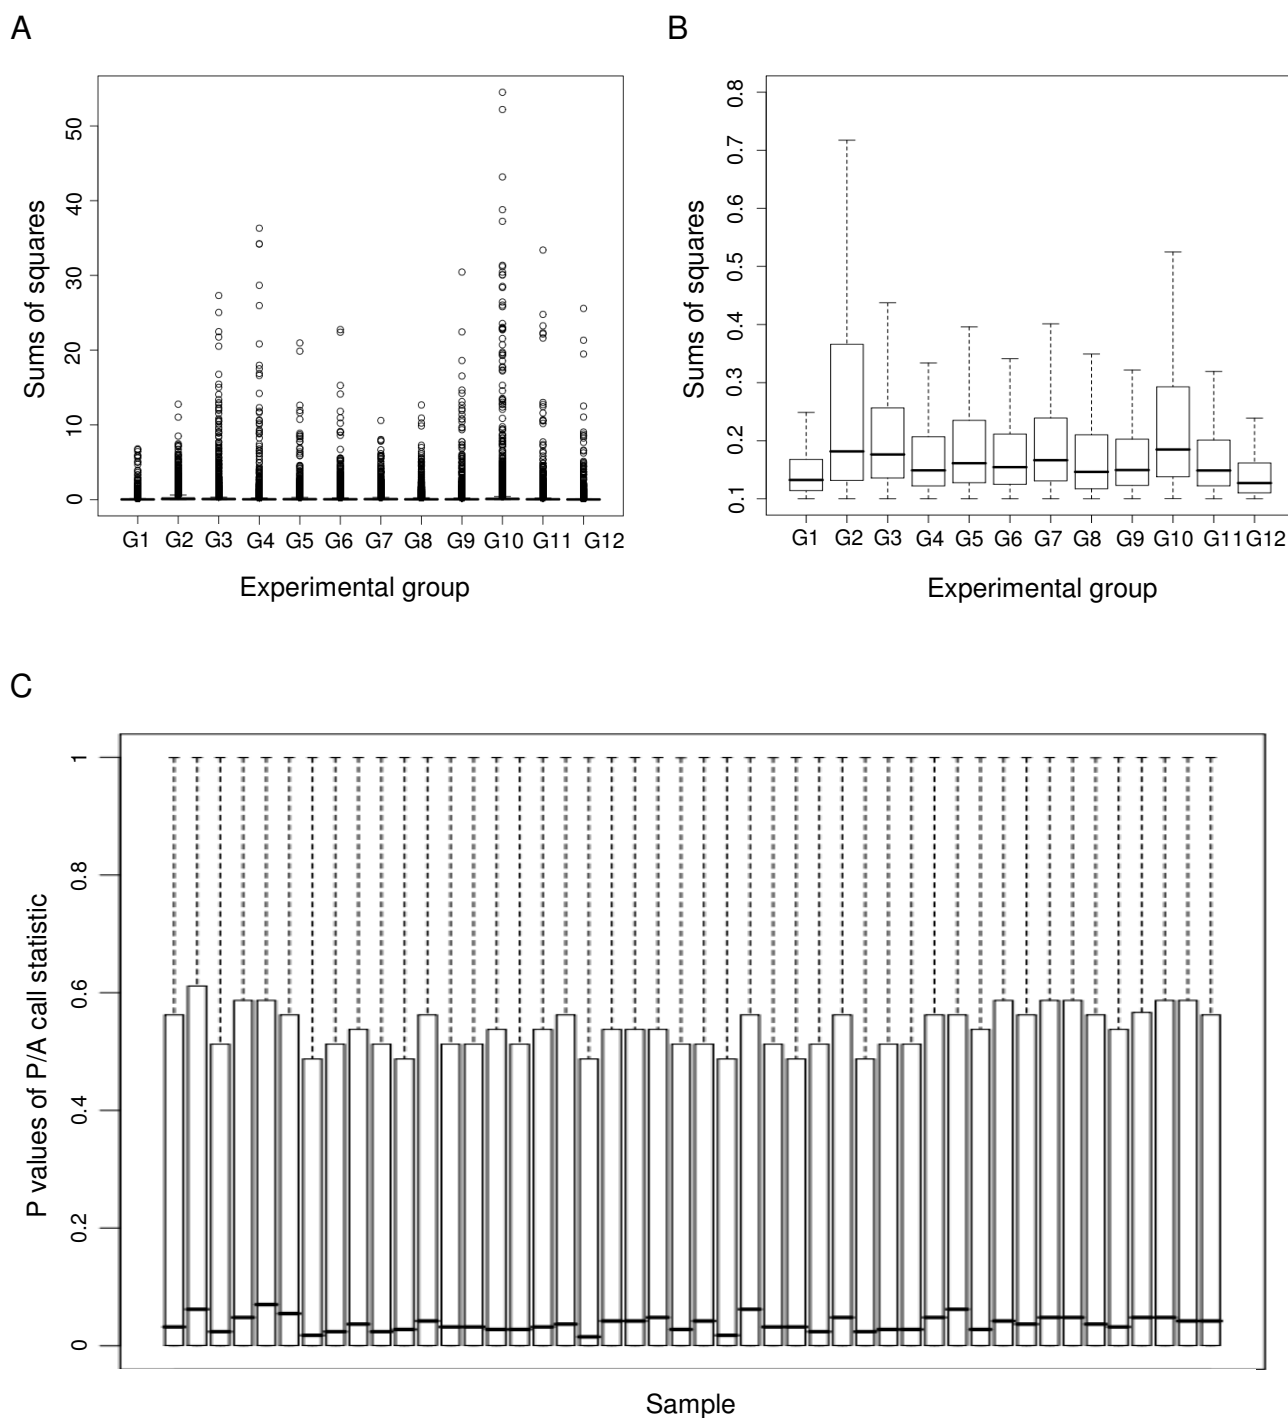

Figure S1 Patterns of variation in gene expression across all experimental groups.

Panel (A) shows the sums of squares with outliers and panel (B) depicts sums of squares without outliers for each experimental group. While the elevated levels of variation in expression could potentially arise as a result of environmental mismatch between SR phenotype and optimal diet and lead to a reduced

detection of DEGs between age classes, the comparison of sums of squares (measures of variation) across the experimental groups did not confirm this scenario. Panel (C) illustrates P values of the statistic to determine present/absent calls across all samples. Average higher P values and consequently lower frequencies of present calls in SR samples could potentially lead to reduced detection of DEGs across age classes. Our analysis excluded, however, this effect as an explanation for low age-related changes in gene expression of SR flies. Experimental groups: G1: Middle-aged SR flies on malnutrition diet; G2: Old SR flies on malnutrition diet; G3: Middle-aged SR flies on optimal diet; G4: Old SR flies on optimal diet; G5: Middle-aged SR flies on overfeeding diet; G6: Old SR flies on overfeeding diet; G7: Middle-aged C flies on malnutrition diet; G8: Old C flies on malnutrition diet; G9: Middle-aged C flies on optimal diet, G10: Old C flies on optimal diet, G11: Middle-aged C flies on overfeeding diet, G12: Old C flies on overfeeding diet,

How the deposited data were processed for this re-analysis (not part of the article)

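Pools of 5 whole virgin females of the long-lived SR line and its control line C were compared at middle and old age on malnutrition, optimal food and overfeeding, on 46 arrays in 12 groups. Of these groups 10 hold 4 arrays and 2 hold 3. Each array was tied to its group by the submitters' labels, which name line, food, age class and replicate.

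The authors deposited log2 expression values made with RMA, which corrects background, equalises the distribution of values between arrays and summarises the probes of each probe set; the submitters' processing notes name R 2.7.0. No array was normalized again. A shift shared by most genes of an array is therefore already removed from the values. The table holds 18952 probe sets with no missing value. The platform's annotation gives 1 gene symbol for 13646 of them, several for 402 and none for 1, and does not list 4903, which stay unnamed here unless a table of the paper pairs them with a gene. Of the probe sets with 1 symbol 13543 were matched to a RefSeq gene, and 11981 genes have at least 1 probe set. Where a gene has several, the one with the highest mean over all arrays stands for it, except that genes named as markers or as members of a set of probe sets are given by the probe set that met the criteria. Of the values of named genes that passed, 22 are of genes with a further probe set. Of their 39 other probe sets 11 passed in the same direction, 0 in the opposite one and 28 did not pass, 12 of these with a mean of at least 5 (CG17698, Msp300, Nop60B, Spn42Da and Strn-Mlck). Those of CG42541, Sh, egr and tim that did not pass are dim. AttA, AttC and PGRP-SA were named through the paper's supplementary tables, and the probe set of AttA may also read AttB. The gene lists hold only genes that the platform's annotation names, so these genes, and Act57B, Rab1, Xrp1 and wupA, are not counted in them; the paper's tables chose such genes on these samples.

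From these values 1 mean per group was fitted over all arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and each contrast was adjusted by the method of Benjamini and Hochberg over all probe sets, with an adjusted p under 0.05 as the threshold. The main effects and the line by age interaction came from contrasts of the same model. Gene lists of at least 5 measured genes were tested with camera at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry. Principal components were taken of centred values that were not scaled. Probe sets with an interaction were grouped by K-means with 12 clusters and 50 starts, on values standardised per probe set, as in the paper's methods. Candidate and conservative markers were selected by the paper's criteria, with its P under 0.01 read as unadjusted. For markers of healthy ageing the paper states no threshold of their own, and they were taken here as probe sets that changed in 1 direction in C flies on both foods at an adjusted p under 0.05, the false discovery rate the paper's methods give for contrasts in general, and had an unadjusted p of 0.05 or more in SR flies on both. Exact tests, and permutation tests with 100000 resamples for correlations, were run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, these and the limma and camera tests being two-sided. Overlaps of gene lists with sets of called genes were tested with Fisher's exact test, one-sided for more shared genes than chance gives. It takes genes as independent, so its p-values are too small where genes of a list move together. The steps were tested on simulated data: 62.7% of the probe sets changed by a log2 value of 0.5 were called for age in C flies on optimal food and 37.3% for the interaction. In these data noise was independent between probe sets and few probe sets were changed, unlike in the real arrays. The shares are therefore not the power of the real contrasts.

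The comparisons, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule takes every gene the paper names, the 10 highest and 10 lowest changes among those that passed in each of 5 main contrasts, 5 each in other contrasts (with no overlap between the arrays of both groups, a condition not set for the interaction), and up to 4 members per list. Genes outside it are said to be chosen after their values were seen. Values in the paper's tables had been seen when the rule was written.

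The labels give the groups the same replicate numbers, and no source used here says that a number marks a shared batch. Deviations of same-numbered arrays from their group means correlated above 0.1 in every pair in 1 of 14 contrasts, age in C flies on optimal food (0.344 to 0.401, with each array closest to its own number), so by the data alone the numbers pair these arrays. With the replicate number as a block that contrast called 5090 probe sets, against 4936 without it. The block gives each number a single effect shared by all groups. It cannot take up a pairing confined to these arrays, so the counts do not show what that pairing changes. Of all 52 pairs 22 lay above that value.

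Precision rests on the number of arrays, since the values carry no depth and no detection call. Alternatives tried were fits on the compared groups alone, a filter on dim probe sets, a trended and robust variance prior, array weights, p-values from 100 shuffles of the arrays, Storey's q-value, the replicate block, centring each array on the mean of the neuron genes, counting genes instead of probe sets, a covariate from the chorion and germline genes, other readings of the marker criteria, scaled and filtered principal components, other inputs and another seed for K-means, and leaving out each array in turn. A covariate from the germline genes alone, a fit without the array farthest from its group and healthy ageing markers at an unadjusted p in C flies were added after the data were seen. Gene Ontology terms were not analysed here, so gene groups rest on the fixed lists.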

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

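Chosen only after the results were seen were the tests with the germline covariate, of the muscle and the eye against the neuron genes, of the spread of the SR arrays, the correlation of chorion with germline genes, the control for sequence variants and the count of other splits of the arrays. The other tests were set earlier.

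In middle-aged SR flies on malnutrition replicate 4 lay 0.159 from the mean of its group, against 0.115 to 0.12 for the other arrays. On the second principal component the same array stood at -11.7, against -3.53 to -2.3. In old SR flies on malnutrition replicate 1 stood at -10.6 on the third component, against -16.1 to -15.9. These 3 arrays and measures passed Dixon's test among 70 tested (7 measures in 10 groups of 4 arrays), and chance alone marks about 1 in 20.

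An interaction of line and age passed for 5 probe sets on malnutrition, 996 on optimal food and 18 on overfeeding (limma), with an unadjusted p under 0.05 for 817, 5022 and 908. On optimal food the change with age of SR flies minus that of C flies had a median of 0.62 over DNA replication and cell cycle genes, -0.86 over muscle and sarcomere genes, -0.57 over imaginal disc growth factors and -0.62 over haemocyte genes. In overfed SR flies, whose age-related gene categories the paper shows in Fig. 5C without naming them, the median change was -2.67 over chorion and vitelline membrane genes and 1.34 over digestive carbohydrases.

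Dividing-cell and germline genes moved against the genes of other tissues, and in C flies on optimal food the median change with age of the cell cycle genes was -0.58 (median standard error 0.16), and 87.4% of it was kept with the mean of the chorion and germline genes as a covariate, which leaves a changing share of whole-ovary RNA open, because the correlation of chorion with germline genes within groups was near 0 (r = -0.0778, rho = -0.154, permutation p = 0.836 and 0.344, and r = -0.212 without C optimal old replicate 3 and SR malnutrition old replicate 1) and their mean may not follow the ovary as a whole. With the germline genes alone as covariate 8.61% was kept (-0.050, standard error 0.10), so the fall may follow a smaller share of germline RNA in old C flies, and the calls among these genes went from 74 to 0 because the change itself shrank; the germline genes change with age themselves, so a share and a regulated fall are not separated. Within groups the germline mean correlated with the mean of neuron, eye and muscle genes at r = -0.826 over 46 arrays (rho = -0.799, permutation p = 1e-05 each, the smallest possible, adjusted over 11 relations 1.37e-05 and 1.83e-05, and r = -0.79 without C optimal old replicate 3 and SR malnutrition old replicate 1), which is consistent with tissue shares that vary between pools. Muscle genes rose by more than neuron genes: over the 30 and 10 members with a mean log2 value of at least 7 the difference of muscle minus neuron genes was higher in old flies in 4 of 4 same-numbered pairs, by 0.28 to 0.38 (mean 0.32, SD 0.044, exact sign-flip p = 0.125, the smallest that these pairs allow, and exact permutation p = 0.0857 without pairing), and by 0.38 to 0.44 over all members (exact permutation p = 0.0286 without pairing). The bright neuron members were dimmer than the muscle members (7.75 against 9.11 in middle-aged C flies), and dimmer probe sets may show less of any change. These differences therefore do not decide whether a common dilution is the entire cause for the muscle genes. For eye minus neuron genes the difference was 0.10 over the 17 and 10 such members (3 of 4 pairs higher, SD 0.10, exact sign-flip p = 0.25) and 0.067 over all members (SD 0.056, exact sign-flip p = 0.25, and exact permutation p = 0.229 and 0.229 without pairing), which a common dilution allows. It stays open as the cause for eye and neuron genes and for the rise of the muscle genes.

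Far fewer probe sets changed with age in SR than in C flies on optimal food. A wider spread between SR pools was not seen, with a pooled SD of the SR groups 0.905 times that of the C groups. The model gives all groups the same spread per probe set, so standard errors would not differ between the lines in any case. The ratio therefore does not decide this explanation. A single C array as the cause is argued against, since the lowest count in C with 1 of its arrays on optimal food left out (without C optimal old replicate 3) was still 10.5 times the count in SR. With the germline genes as a covariate the counts were 190 in C and 544 in SR flies and 11 for the interaction, so the difference between the lines could rest largely on a germline share that falls in C flies. A germline that is kept longer in SR flies, as a difference between the selected lines, stays open and was not tested.

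A set of probe sets differed between the lines at both ages on all 3 diets, and sequence variants of the SR or C line under the probes were weighed for them. In 11 of the genes a further probe set could be read, and its line difference was a median of 0.0471 times that of the called one, as variants would give. For genes that changed with malnutrition within the lines, where no variant differs between the groups, the median ratio was 0.193 over 76 genes (permutation p = 0.166 for the difference), and with further probe sets of a mean of at least 5 it was 0.152 over 6 against 0.409 over 41 genes (p = 0.414). Variants and expression cannot be told apart here, since dim probe sets show little of any change and few genes have a second bright one.

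Chance was weighed by splitting the arrays of each comparison into other groups of the same sizes, 35 splits for pairs of groups and 100 drawn for the other results. In 1 split alone, the real one, the count was as large for age in C flies on optimal food (4936 against 1168 at the highest other split), malnutrition (57 higher and 99 lower, against 62 in all) and overfeeding (235 against 141), and for age in SR flies on optimal food (181 against 6), malnutrition (62 against 20) and overfeeding (340 against 4). The same held for the lines in middle-aged (3165 against 330) and old flies (824 against 117), malnutrition in middle-aged C (2675 against 363), old C (3314 against 2992) and middle-aged SR flies (2607 against 5), overfeeding in middle-aged C flies (2 against 1), and the shift of the stress genes between the lines at middle age (0.96 against 0.69). These counts argue against chance where the real one lies far above the others, as for age on optimal food in both lines. They do not exclude it for overfeeding in middle-aged C flies or malnutrition in old C flies, where another split came close. The smallest share that 35 splits allow is 1 of 35, and no allowance was made for the number of results. For age in C flies on optimal food, whose arrays pair by number, 8 splits part every pair, and the highest other of them called 7. The splits that keep a pair together reached 1168.

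The real split also gave the highest count for the main effects of line (3833 against 2073), age (3446 against 3323) and diet (8535 against 224). For age another split came close, so chance is not excluded there. Counts that need several contrasts at once were higher than in any other split for higher and lower values in SR flies at both ages on optimal food (219 against 0 and 110 against 0) and on all diets (67 against 0 and 42 against 0), for the overlap of age calls in C flies on both foods (197 against 0), and for the candidate (731 against 53), conservative (67 against 0) and healthy ageing markers (50 against 0), but random splits seldom pass several contrasts together, so these comparisons say little. For the interaction 3 of 100 splits, the real one included, gave as many calls (996 against 1600), a share under 0.05. Since another split gave more calls than the real one, chance is not excluded for the interaction either. The split counts alone do not exclude chance for malnutrition in old SR flies (2 of 35 splits, 3077 against 3264), overfeeding in old C flies (3 splits, 165 against 343), the reproduction genes between the lines at middle age (2 splits, 0.66 against 0.70) and old age (11 splits, 0.75 against 1.36), or the stress genes between the lines at old age (15 splits, 0.35 against 0.91). On the first principal component the arrays of old SR flies on malnutrition did not overlap those on optimal food (-44 ± 4.55 against 13.7 ± 4.94, SD, n = 4). Splits that call this many probe sets, as for malnutrition in old flies and the main effects of line and age, point to a structure of the arrays beyond their groups.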

How the results depend on the processing

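Of these alternatives the germline covariate, the fit without the array farthest from its group and the healthy ageing markers at an unadjusted p in C flies were chosen after the results were seen. Of 283 counts under other settings 207 lay within 1.5 times the reported count, and of 340 with 1 array of the groups compared left out 280 did. A trended and robust variance prior, the replicate block and counting genes instead of probe sets moved none of the 26 counts each by more than that. Of 290 calls of gene lists 16 passed with an estimated correlation, 276 with all probe sets of each gene, 286 with the replicate block and 234 with arrays centred on the neuron genes, and 2217 of 2431 with 1 array of the groups compared left out. Of 385 values of named genes 6 lost their call with the block and 22 with centring, which added 2; of 3241 with 1 array of the groups compared left out 340 lost it and 14 gained one. The files give no background level: 9561 to 9886 of 18952 probe sets per array lay at a log2 value of 5 or more, and changes of dimmer ones are the least certain.

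Counts moved by more than 1.5 times as follows, and in each case the cause was not tested. With only the arrays of the groups compared in the model they were 100 for age in SR flies on optimal food, 367 for lines in old flies on optimal food, 16 for age in C flies on malnutrition, 3 for age in SR flies on malnutrition, 675 for age in C flies on overfeeding, 1535 for malnutrition in old C flies, 2005 for malnutrition in old SR flies, 0 for overfeeding in middle-aged C flies and 8 for overfeeding in old C flies. On probe sets with a mean of at least 5, where fewer are tested, they were 2153 for the line by age interaction on optimal food, 368 for age in C flies on overfeeding, 1 for overfeeding in middle-aged C flies and 101 for the healthy ageing markers. With array weights they were 3348 for the line by age interaction on optimal food, 257 for age in C flies on malnutrition, 767 for age in SR flies on malnutrition, 2973 for age in C flies on overfeeding, 1028 for age in SR flies on overfeeding, 5521 for malnutrition in old SR flies, 24 for overfeeding in middle-aged C flies, 937 for overfeeding in old C flies, 2159 for the candidate markers, 125 for the conservative markers and 929 for the healthy ageing markers. With p-values from shuffles they were 549 for the line by age interaction on optimal food and 95 for age in C flies on malnutrition, and with Storey's q-value 2368 for the line by age interaction on optimal food, 371 for age in C flies on overfeeding, 264 for overfeeding in old C flies and 100 for the healthy ageing markers. The ovary covariate gave 287 for the line by age interaction on optimal food. Markers at an adjusted p under 0.01 numbered 54 for the candidate markers and 3 for the conservative markers, and 128 healthy ageing markers had an adjusted p of 0.05 or more in SR flies. With arrays centred on the neuron genes the counts were 300 for age in SR flies on optimal food, 10486 for lines in middle-aged flies on optimal food, 139 for the line by age interaction on optimal food, 256 for age in C flies on malnutrition, 254 for age in SR flies on malnutrition, 17611 for malnutrition in middle-aged C flies, 15486 for malnutrition in old C flies, 11714 for malnutrition in middle-aged SR flies, 17195 for malnutrition in old SR flies, 1 for overfeeding in middle-aged C flies, 6290 for line over all arrays, 9154 for age over all arrays, 18630 for diet over all arrays, 91 for higher values in SR at both ages on optimal food, 233 for lower values in SR at both ages on optimal food, 38 for higher values in SR on all diets and 32 for the healthy ageing markers. The germline covariate gave 190 for age in C flies on optimal food, 544 for age in SR flies on optimal food, 1288 for lines in old flies on optimal food, 11 for the line by age interaction on optimal food, 609 for age in C flies on malnutrition, 453 for age in SR flies on malnutrition, 4256 for malnutrition in middle-aged SR flies, 4648 for malnutrition in old SR flies, 9 for overfeeding in middle-aged C flies, 55 for overfeeding in old C flies, 1003 for age over all arrays, 450 for higher values in SR at both ages on optimal food, 245 for lower values in SR at both ages on optimal food, 102 for higher values in SR on all diets, 78 for lower values in SR on all diets, 25.2% for the shared calls, 175 for the candidate markers and 4 for the healthy ageing markers. Without the array farthest from its group, SR malnutrition old replicate 1, they were 2762 for the line by age interaction on optimal food, 130 for age in SR flies on malnutrition, 504 for age in C flies on overfeeding, 675 for overfeeding in old C flies and 127 for the healthy ageing markers. At an unadjusted p under 0.05 and under 0.01 in C flies the healthy ageing markers numbered 1300 and 312.

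Leaving out 1 array of the groups compared at a time, the counts ran from 1905 (without C optimal old replicate 3) to 5187 (without C optimal old replicate 1) for age in C flies on optimal food, 85 (without SR optimal old replicate 2) to 212 (without SR optimal middle-aged replicate 2) for age in SR flies on optimal food, 1713 (without SR optimal middle-aged replicate 4) to 3196 (without SR optimal middle-aged replicate 3) for lines in middle-aged flies on optimal food, 537 (without SR optimal old replicate 1) to 957 (without C optimal old replicate 2) for lines in old flies on optimal food, 53 (without SR optimal middle-aged replicate 4) to 2188 (without SR optimal old replicate 2) for the line by age interaction on optimal food, 74 (without C malnutrition old replicate 2) to 185 (without C malnutrition old replicate 3) for age in C flies on malnutrition, 26 (without SR malnutrition old replicate 2) to 130 (without SR malnutrition old replicate 1) for age in SR flies on malnutrition, 27 (without C overfeeding old replicate 3) to 383 (without C overfeeding middle-aged replicate 4) for age in C flies on overfeeding, 169 (without SR overfeeding middle-aged replicate 3) to 368 (without SR overfeeding middle-aged replicate 4) for age in SR flies on overfeeding, 1774 (without C malnutrition middle-aged replicate 2) to 2935 (without C malnutrition middle-aged replicate 3) for malnutrition in middle-aged C flies, 1700 (without SR optimal middle-aged replicate 4) to 2668 (without SR optimal middle-aged replicate 3) for malnutrition in middle-aged SR flies, 46 (without C optimal old replicate 3) to 519 (without C optimal old replicate 2) for overfeeding in old C flies, 298 (without C overfeeding old replicate 3) to 922 (without C overfeeding middle-aged replicate 4) for the candidate markers, 43 (without C overfeeding old replicate 3) to 80 (without SR optimal old replicate 4) for the conservative markers and 3 (without C overfeeding old replicate 3) to 123 (without C overfeeding middle-aged replicate 4) for the healthy ageing markers. The adjusted p of the reproduction genes between the lines ran from 0.0253 (without SR optimal middle-aged replicate 1) to 0.136 (without SR optimal middle-aged replicate 4) in middle-aged and from 4.74e-05 (without SR optimal old replicate 2) to 0.391 (without C optimal old replicate 3) in old flies, and that of the stress genes in old flies from 0.0169 (without SR optimal old replicate 2) to 0.795 (without C optimal old replicate 3). With an estimated correlation it was 0.526 for the stress genes in middle-aged and 0.733 for the reproduction genes in old flies. Scaled to unit variance, the first 3 principal components held 19.9%, 13.9% and 7.73% of the variance.

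Directions turned as follows, again with the cause not tested. With centring, which moves all genes of a contrast by the same amount, the median of 87 of 290 called lists changed its sign. The direction of camera, which sets a list against the other genes, reversed for lists of oxidative phosphorylation (adjusted p = 0.875) and reproduction (adjusted p = 0.966) for lines in middle-aged flies on optimal food, oxidative phosphorylation (adjusted p = 0.333) for age in C flies on overfeeding, chorion (adjusted p = 0.0127), cell cycle (adjusted p = 0.834), oxidative phosphorylation (adjusted p = 0.105) and reproduction (adjusted p = 0.97) for malnutrition in middle-aged C flies, chorion (adjusted p = 0.29) for malnutrition in old C flies and chorion (adjusted p = 0.21) and reproduction (adjusted p = 0.132) for malnutrition in old SR flies, and the log2 change for Tsf3 (0.065), Cap-H2 (0.080), CG17698 (0.088) and Ser12 (0.0014) for age in SR flies on optimal food, AttD (-0.17) and fln (-0.12) for age in C flies on overfeeding and CG3036 (-0.017) and egr (-0.076) for age in SR flies on overfeeding. With 1 array of the groups compared left out the adjusted p ran for age in SR flies on malnutrition germline and oogenesis 3.57e-07 (without SR malnutrition old replicate 4) to 0.25 (without SR malnutrition old replicate 1), cell cycle 2.1e-10 (without SR malnutrition old replicate 4) to 0.0936 (without SR malnutrition old replicate 1), ribosome biogenesis 0.000103 (without SR malnutrition old replicate 4) to 0.792 (without SR malnutrition old replicate 1), phototransduction and vision 0.00113 (without SR malnutrition old replicate 4) to 0.584 (without SR malnutrition old replicate 1), reproduction 1.72e-05 (without SR malnutrition old replicate 4) to 0.556 (without SR malnutrition old replicate 1) and cytochrome P450 8.46e-08 (without SR malnutrition old replicate 1) to 0.886 (without SR malnutrition old replicate 4), with the direction turned in the fit of the higher value. The log2 change ran for age in SR flies on optimal food Cap-H2 -0.069 (without SR optimal old replicate 1) to 0.059 (without SR optimal middle-aged replicate 1), Apoltp -0.073 (without SR optimal middle-aged replicate 1) to 0.24 (without SR optimal middle-aged replicate 4), CG15263 -0.063 (without SR optimal old replicate 1) to 0.081 (without SR optimal old replicate 4), Ser12 -0.19 (without SR optimal old replicate 2) to 0.0062 (without SR optimal middle-aged replicate 2), CG17698 -0.045 (without SR optimal old replicate 1) to 0.082 (without SR optimal old replicate 2) and Tsf3 -0.10 (without SR optimal middle-aged replicate 1) to 0.046 (without SR optimal old replicate 1), for age in SR flies on overfeeding egr -0.11 (without SR overfeeding old replicate 2) to 0.16 (without SR overfeeding middle-aged replicate 4), CG3036 -0.0045 (without SR overfeeding middle-aged replicate 3) to 0.25 (without SR overfeeding middle-aged replicate 4), Msp300 -0.19 (without SR overfeeding middle-aged replicate 1) to 0.0091 (without SR overfeeding middle-aged replicate 4) and Pus10 -0.16 (without SR overfeeding old replicate 4) to 0.0049 (without SR overfeeding old replicate 1) and for age in C flies on overfeeding AttD -0.032 (without C overfeeding old replicate 1) to 0.17 (without C overfeeding middle-aged replicate 3) and fln -0.021 (without C overfeeding old replicate 3) to 0.24 (without C overfeeding old replicate 1).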

Differences from the paper's values

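The fit without the array farthest from its group was chosen after the values were seen, and the other alternatives below were set before the data were examined. The paper's counts come from another test (MAANOVA with permutations) at the same false discovery rate. On overfeeding 235 probe sets changed with age in C flies, where the paper shows about 390 in Fig. 2, read by eye. Of 16 alternatives 3 came within 1.5 times of it (368 on probe sets with a mean of at least 5, 371 with Storey's q-value and 383 without C overfeeding middle-aged replicate 4), and the others did not. Without SR malnutrition old replicate 1, chosen after seeing the values, the count was 504; the paper's probe sets for this comparison are not listed in the sources used here, so how many of them it drops is not known.

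On optimal food 996 probe sets passed the line by age interaction, against the paper's 2511. Of 26 alternatives 7 came within 1.5 times of the paper's value (2153 on probe sets with a mean of at least 5, 3348 with array weights, 2368 with Storey's q-value, 1729 without SR optimal middle-aged replicate 3, 2188 without SR optimal old replicate 2, 2039 without C optimal old replicate 1 and 2050 without C optimal old replicate 2), and the other settings and left-out arrays did not. Without SR malnutrition old replicate 1, chosen after seeing the values, it was 2762, and the paper's probe sets are again not listed in the sources used here. These stood for 859 named genes, against the paper's 2270, and 3 of 8 alternatives came within 1.5 times of that (1863 on probe sets with a mean of at least 5, 2822 with array weights and 1989 with Storey's q-value).

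The candidate markers of ageing numbered 731 at an unadjusted p under 0.01, against the paper's 266. Of 24 alternatives 1 came within 1.5 times (298 without C overfeeding old replicate 3), and the others, an adjusted p under 0.01 among them (54), did not. Of these 612 were higher in old flies, against the paper's 255, and 1 of 9 alternatives came within 1.5 times (324 with arrays centred on the neuron genes). The conservative selection held 67, against the paper's 21, and none of 40 alternatives came within 1.5 times. All probe sets of both tables of the paper were among those selected here. Lower markers of healthy ageing numbered 4, against the paper's 25, and none of 9 alternatives came within 1.5 times. The thresholds of this selection were set here, since the paper states none for this table: an adjusted p under 0.05 in C flies, which its methods give for contrasts in general, and an unadjusted p of 0.05 or more in SR flies. Of the paper's 25 all had a lower mean in old than in middle-aged C flies on both foods, with an adjusted p under 0.05 for 19 on optimal food and 11 on overfeeding, and 4 were among those selected here. On optimal food and overfeeding 25 and 25 of the paper's probe sets had an unadjusted p under 0.05 in C flies (17 and 25 under 0.01), and 1 and 5 in SR flies. Selected at an unadjusted p under 0.05 and under 0.01 in C flies, a choice made after seeing the values, the lower markers numbered 691 and 91, dropping 6 and 13 of the paper's.

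The paper lists 57 genes that rise with age in C but not in SR flies, and 46 probe sets met these criteria here, with 0 shared. Of the paper's probe sets 52 and 55 were called higher in old SR flies on optimal food and overfeeding, and 46 and 0 in old C flies (28 on overfeeding with an unadjusted p under 0.05, limma). The paper describes genes of eggshell chorion assembly as falling with age in C flies. Here 1 of 23 chorion and vitelline membrane genes rose and 2 fell, with a median change of 0.37, while 44 of 70 germline and oogenesis genes fell. The eggshell genes of C optimal old replicate 4 were high. Over germline and eggshell genes together its mean was 9.26, against 7.90 to 8.41 in the other old C arrays on optimal food. Whether the difference from the paper rests on this array was not tested. The paper names Strn-Mlck among the largest falls with age in SR flies on optimal food. Its brightest probe set had a change of -0.46 ± 0.19 here (adjusted p = 0.338 from limma), while another probe set of the gene fell by 2.01 ± 0.28 (adjusted p = 2.81e-05, and from 3.02e-06 to 0.000522 with any 1 array left out), as the paper states, and so did fln, which the paper names with it, by 1.80 ± 0.29. The paper's enrichment test places stress genes higher in SR flies at both ages, while its pair-wise comparisons give them as lower in ageing SR than in C flies. The paper drew its stress and reproduction sets from earlier experiments and does not list their members. The fixed lists stand in for them here, so unlike gene sets are compared. In middle-aged SR flies the fixed stress list passed as higher (median difference 0.12, -0.23 with arrays centred on the neuron list, camera adjusted p = 0.00369, adjusted p = 0.526 with an estimated correlation). Its shift between old flies of the lines did not pass in either direction (median difference -0.030, camera adjusted p = 0.22). The lower values of the fixed reproduction list in middle-aged SR flies did not pass either (median difference -0.17, camera adjusted p = 0.0584). With 1 array of the groups compared left out, alternatives set before the data were examined, the stress genes passed as lower, the direction of the pair-wise comparisons, in old SR flies without SR optimal old replicate 2 (camera adjusted p = 0.0169), and the reproduction genes as lower in middle-aged SR flies without SR optimal middle-aged replicate 1 (camera adjusted p = 0.0253), without SR optimal middle-aged replicate 2 (camera adjusted p = 0.0456) and without C optimal middle-aged replicate 3 (camera adjusted p = 0.0379), and neither passed under another of the alternatives run.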

Other observations

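The look at the paper's marker table by contrast and the correlations between gene lists were tests chosen after the results were seen, while the contrasts and gene lists were planned. In overfed SR flies, chorion genes fell with age and sugar-digesting enzymes rose. Of 23 chorion and vitelline membrane genes 9 fell and none rose (16 lower when adjusted over the list alone, median change -2.67, camera adjusted p = 4.92e-16, adjusted p = 0.0216 with an estimated correlation). Among them were the chorion proteins Cp16 (-6.39 ± 1.32, adjusted p = 0.00393) and Cp15 (-5.07 ± 1.08, adjusted p = 0.00529) (limma). In overfed C flies 0 rose and 0 fell, with 3 higher and 2 lower at an unadjusted p under 0.05 and a median change of -0.13; whether the lines differ in this list was not tested. Of 13 digestive carbohydrases 8 rose in overfed SR flies (9 higher when adjusted over the list alone, median change 1.34, camera adjusted p = 2.15e-15, adjusted p = 0.0090 with an estimated correlation), among them the maltases Mal-A7 (3.18 ± 0.46, adjusted p = 3.03e-05) and Mal-A8 (2.57 ± 0.34, adjusted p = 1.31e-05) and the alpha-glucosidase gene tobi (2.25 ± 0.36, adjusted p = 0.00011). The metallothionein gene MtnD rose by 2.46 ± 0.35 (adjusted p = 3.03e-05).

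The paper's 57 higher markers of healthy ageing had median changes with age of 1.30 and 0.50 in C flies on optimal food and overfeeding, and of 1.19 and 1.29 in SR flies. Of all probe sets 87 were called in SR flies on both foods, and 73 of these were not called in C flies on overfeeding, 62 of them higher in old SR flies. Of the paper's markers 50 are among the probe sets called in SR flies on both foods and not in C flies on overfeeding. All 57 had an unadjusted p under 0.01 in SR flies on both foods, and 0 were called in overfed C flies (limma). On these arrays they therefore do not show the absence of change in SR flies that the paper describes for them. Since the paper chose them on these arrays, their values are no independent evidence of how such genes change in other flies.

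Within the 12 groups the mean of the germline genes moved with that of the cell cycle genes (r = 0.972, rho = 0.955, r = 0.957 without C optimal old replicate 3 and SR malnutrition old replicate 1) and against those of the eye (-0.853, rho = -0.812, -0.806 without these arrays), haemocyte (-0.859, rho = -0.844, -0.832) and immune genes (-0.731, rho = -0.672, -0.644). Each of these permutation p-values was at most 4.0e-05 (5.5e-05 adjusted over 11 relations). Against the chorion genes it had r = -0.0778 (rho = -0.154, permutation p = 0.836 and 0.344, adjusted 0.92 and 0.378, r = -0.212 without these arrays).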
